# Gene expression during larval caste determination and differentiation in intermediately eusocial bumblebees, and a comparative analysis with advanced eusocial honeybees

**DOI:** 10.1111/mec.15752

**Published:** 2021-01-07

**Authors:** David H. Collins, Anders Wirén, Marjorie Labédan, Michael Smith, David C. Prince, Irina Mohorianu, Tamas Dalmay, Andrew F. G. Bourke

**Keywords:** *Bombus terrestris*, caste determination, caste‐associated gene expression, eusociality, larval development, mRNA‐seq

## Abstract

The queen‐worker caste system of eusocial insects represents a prime example of developmental polyphenism (environmentally‐induced phenotypic polymorphism) and is intrinsic to the evolution of advanced eusociality. However, the comparative molecular basis of larval caste determination and subsequent differentiation in the eusocial Hymenoptera remains poorly known. To address this issue within bees, we profiled caste‐associated gene expression in female larvae of the intermediately eusocial bumblebee *Bombus terrestris*. In *B*. *terrestris*, female larvae experience a queen‐dependent period during which their caste fate as adults is determined followed by a nutrition‐sensitive period also potentially affecting caste fate but for which the evidence is weaker. We used mRNA‐seq and qRT‐PCR validation to isolate genes differentially expressed between each caste pathway in larvae at developmental stages before and after each of these periods. We show that differences in gene expression between caste pathways are small in totipotent larvae, then peak after the queen‐dependent period. Relatively few novel (i.e., taxonomically‐restricted) genes were differentially expressed between castes, though novel genes were significantly enriched in late‐instar larvae in the worker pathway. We compared sets of caste‐associated genes in *B*. *terrestris* with those reported from the advanced eusocial honeybee, *Apis mellifera*, and found significant but relatively low levels of overlap of gene lists between the two species. These results suggest both the existence of low numbers of shared toolkit genes and substantial divergence in caste‐associated genes between *Bombus* and the advanced eusocial *Apis* since their last common eusocial ancestor.

## 1 INTRODUCTION

The caste systems of eusocial Hymenoptera, in which females develop as reproductive queens or nonreproductive workers, represent one of the best characterised examples of developmental polyphenism. In these, multiple phenotypes can develop from a single, species‐specific genome via differing environmental inputs (Kapheim, 2019; Sumner et al., 2018; West‐Eberhard, 2003; Wheeler, 1986). Understanding the mechanistic and evolutionary basis of the polyphenism represented by the castes of eusocial species is therefore central to understanding the generation of adaptive diversity via polyphenism. It also serves to illuminate the basis of the major transition entailed by the evolution of eusociality (Bourke, 2011). For these reasons, several studies have isolated caste‐associated genes in eusocial Hymenoptera using microarrays or mRNA‐seq to profile adult queens and workers (Feldmeyer et al., 2014; Ferreira et al., 2013; Grozinger et al., 2007; Harrison et al., 2015; Jones et al., 2017; Kapheim et al., 2020; Niu et al., 2014; Toth et al., 2010; Woodard et al., 2014).

Caste determination in eusocial Hymenoptera represents the branching point when diploid females cease being totipotent (i.e., capable of becoming a queen or worker) and their caste fate becomes fixed. Caste differentiation describes the developmental processes occurring along each caste‐specific pathway. In species in which caste determination occurs in larvae, relatively few studies have profiled gene expression changes across sensitive periods of caste determination. To do so is important because genes isolated from such studies are likely to play key roles in the genetic pathways underpinning eusocial castes.

Genes associated with caste determination and/or differentiation in eusocial species have been hypothesised to fall into two broad categories: (a) Novel genes, i.e., taxonomically‐restricted genes that confer the convergent traits associated with eusociality in each independent eusocial lineage (e.g., Johnson & Tsutsui, 2011; Sumner, 2015, 2014); and (b) toolkit genes, i.e., highly conserved genes that have been co‐opted to underpin eusocial traits in repeated origins of eusociality (e.g., Toth & Robinson, 2007). Previous studies have variously demonstrated a role in caste evolution for novel genes (Berens et al., 2015; Chen et al., 2012; Feldmeyer et al., 2014; Ferreira et al., 2013; Jasper et al., 2015; Johnson & Tsutsui, 2011; Patalano et al., 2015) and conserved genes (Rehan et al., 2014; Woodard et al., 2011, 2014), and it now appears probable that both classes of genes are involved in the evolution of eusociality (Kapheim, 2016; Qiu et al., 2018; Toth & Rehan, 2017; Warner et al., 2019). However, the full extent to which genes associated with larval caste determination and/or differentiation are made up of novel genes, toolkit genes, or a combination of both, remains an open issue.

The honeybee, *Apis mellifera*, and bumblebee, *Bombus terrestris*, are likely to be informative for isolating caste‐associated genes because a wealth of genomic resources are available for them (Elsik et al., 2014; Sadd et al., 2015) and their physiological mechanisms of caste determination and/or differentiation are relatively well characterised (Amsalem, Grozinger, et al., 2015; Winston, 1987). In addition, *A*. *mellifera* and *B*. *terrestris* share a common eusocial ancestor within the corbiculate bees (Bossert et al., 2019; Cardinal & Danforth, 2011) while also exhibiting key differences (Holland & Bloch, 2020). *A*. *mellifera* is an advanced eusocial species, with queens and workers having distinct morphologies and reproductive anatomies (e.g., *Apis* queens have 150–180 ovarioles per ovary whereas workers cannot mate and have 2–12 ovarioles per ovary; Winston, 1987). By contrast, *B*. *terrestris* is intermediately eusocial, in that queens and workers have similar morphologies but workers cannot mate, and queens and workers each have four ovarioles per ovary (Amsalem, Grozinger, et al., 2015). The castes of these species differ in other ways; for example, *B*. *terrestris* queens undergo diapause (Amsalem, Galbraith, et al., 2015) whereas *A*. *mellifera* queens do not (Winston, 1987). While there has been long‐standing interest in characterising caste‐associated gene expression in eusocial Hymenopteran larvae (e.g., Barchuk et al., 2007; Corona et al., 1999; Evans & Wheeler, 1999, 2001), the only studies that have used high‐throughput approaches to investigate gene expression associated with sensitive periods of larval caste determination and subsequent differentiation in eusocial Hymenoptera have been conducted in advanced eusocial species, including *A*. *mellifera* (Cameron et al., 2013; Chen et al., 2012; He et al., 2017; Warner et al., 2019). Hence, investigating genes associated with sensitive periods of larval caste determination in *B*. *terrestris* extends the range of species for which such genes have been profiled. It also permits, via a comparison with *A*. *mellifera*, a study of the caste‐associated gene expression differences between species that have and have not undergone a transition to advanced eusociality.

In *B*. *terrestris*, female larvae develop through four instars and are thought to undergo two sensitive periods affecting caste determination (Figure S1). In the first of these, totipotent first/second‐instar larvae undergo a “queen‐dependent period” of caste determination approximately 3.5–5 days after hatching (Cnaani et al., 2000; Röseler, 1970), since larvae in the presence of the colony queen before this period become worker‐destined. This has been hypothesised to occur via exposure of the young larvae to an unidentified queen‐produced pheromone (Amsalem, Grozinger, et al., 2015; Röseler, 1970). Later in the colony cycle, the production of this pheromone is downregulated, thereby inducing totipotent larvae to develop as queens. The second sensitive period is less strongly supported and is hypothesised to occur in the fourth instar, when queen‐destined larvae eat significantly more than worker‐destined larvae (Ribeiro et al., 1999) and if underfed may revert to a worker‐like phenotype (Pereboom et al., 2003). This is suggestive of a “nutrition‐sensitive period” of caste determination (Röseler, 1991). In this scheme, the earlier, queen‐dependent period is the most consequential, since it causes determination on the worker caste pathway (for larvae in the presence of the queen) to become fixed (Amsalem, Grozinger, et al., 2015). The later, nutrition‐sensitive period appears less important but exerts a potential influence on caste fate in queen‐destined larvae up to their fourth instar, by which stage queen‐destined larvae are approximately four times the size of worker‐destined larvae (Cnaani et al., 1997). Caste determination and/or differentiation is also associated with two peaks in juvenile hormone (JH) level in the second and third instar in queen‐destined larvae, the first of which broadly corresponds to the queen‐dependent period (Cnaani et al., 2000). JH is essential for queen differentiation in *B*. *terrestris*, and JH application can cause worker‐destined larvae to become queen destined (Bortolotti et al., 2001). Overall, therefore, the physiological mechanisms of *B*. *terrestris* caste determination are relatively well understood, but the genetic mechanisms are not.

Previous studies of differential gene expression in *B*. *terrestris* larvae have focussed on relatively few genes (Collins et al., 2017; Pereboom et al., 2005) or have isolated genes and gene variants in a single larval caste pathway (Colgan et al., 2011; Harrison et al., 2015; Price et al., 2018). For example, Collins et al. (2017) used sRNA‐seq in *B*. *terrestris* to identify a mirtron (*Bte‐miR‐6001*) associated with caste differentiation that was expressed from the intron of a protein‐coding gene, *vitellogenin‐like*, suggesting that *Bte‐miR‐6001* and *vitellogenin‐like* could have a role in caste differentiation in this species.

This study therefore had two main aims. The first was to profile gene expression differences between queen‐ and worker‐destined larvae of *B*. *terrestris* at developmental stages straddling the two sensitive periods. Using mRNA‐seq, we profiled larvae before the queen‐dependent period (first/second‐instar larvae), between the queen‐dependent period and nutrition‐sensitive period (third‐instar larvae), and after the nutrition‐sensitive period (fourth‐instar larvae). We term these “early‐”, “mid‐”, and “late‐instar” larval stages, respectively. In general, we refer to genes isolated by these procedures as genes potentially affecting caste determination and/or differentiation. However, we note that for the reasons described above, genes differentially expressed between caste pathways in late‐instar larvae are most likely to be associated with caste differentiation, whereas genes most likely to affect caste determination are those differentially expressed during the queen‐dependent period, i.e., immediately before the mid‐instar larvae were collected. We used gene ontology (GO) analyses and investigations of individual genes and gene families to identify key caste‐associated processes and to select the subset of genes differentially expressed in the mRNA‐seq data that would be most likely to affect caste determination and/or differentiation. We then validated expression differences in these genes using qRT‐PCR. Within our first aim, we tested three interrelated hypotheses regarding caste‐associated gene expression in *B*. *terrestris*. Hypothesis 1 was that differential gene expression between queen‐ and worker‐destined larvae is absent in early‐instar larvae (as they are totipotent), greater in mid‐instar larvae (as they have embarked on one of the caste pathways) and greatest in late‐instar larvae (as they show the greatest phenotypic differences). Hypothesis 2 provided a test of the novel genes hypothesis, which predicts that a relatively high proportion of caste‐associated genes are novel, and that novel and unannotated genes are over‐represented in the worker pathway (e.g., Sumner, 2015, 2014). Hypothesis 3 involved testing previously proposed caste roles for specific genes in bees. Specifically, the hypothesis proposed that the genes *DNA methyl transferase 3B* (*Dnmt3*) and *vitellogenin‐like* are upregulated in the queen pathway. This was because the gene *Dnmt3* is an essential component of methylation and previous studies have suggested roles for methylation in queen determination and/or differentiation in *A*. *mellifera* and in the control of reproduction in *B*. *terrestris* workers (Amarasinghe et al., 2014; Kucharski et al., 2008; Marshall et al., 2019). *Vitellogenin‐like*, as described above, contains a mirtron sequence strongly associated with queen development in *B*. *terrestris* (Collins et al., 2017).

Our second aim was to compare expression data from queen‐ and worker‐destined larvae in *B*. *terrestris* from the current study with similar data from *A*. *mellifera* (Cameron et al., 2013; He et al., 2017). The toolkit genes hypothesis predicts that there should be a high degree of overlap in the caste‐associated gene lists of both species, especially as the two species share a common eusocial ancestor. As described, comparing differential gene expression across caste pathways in these two lineages also potentially illuminates the molecular mechanisms involved in the transition to advanced eusociality. As *B*. *terrestris* and *A*. *mellifera* also differ in the ability of their queens to diapause, we also used data from a previous mRNA‐seq study on diapause in *B*. *terrestris* (Amsalem, Galbraith, et al., 2015) to test whether enrichment of caste‐associated genes with diapause‐associated genes in *B*. *terrestris* explains any contrasts with *A*. *mellifera*. Overall, this is the first study to use next‐generation sequencing (plus validation) to profile the gene expression differences associated with the sensitive periods of larval caste determination in *B*. *terrestris*, and to compare such differences in larval caste pathways across separate eusocial taxa differing in their degree of eusociality (*Bombus* and *Apis*).

## 2 MATERIALS AND METHODS

### 2.1 Caste‐associated genes in *Bombus terrestris* larvae

#### 2.1.1 Sample collection

We obtained samples of queen‐destined larvae (by removing colony queens from a subset of colonies) and worker‐destined larvae (by retaining colony queens in a subset of colonies) of *B*. *terrestris*. (Detailed methods are available in Supporting information and summarised in Figure S2.) To address our first aim, we collected queen‐ and worker‐destined larvae at three different stages to produce samples for mRNA‐seq (Figure S3; Table S1). These consisted of: (a) Early‐instar queen‐destined larvae (EQ, 63 larvae from three colonies, representing three biological replicates for mRNA‐seq, labelled EQ1‐3) and early‐instar worker‐destined larvae (EW, 104 larvae from three colonies, representing three biological replicates for mRNA‐seq, EW1‐3); (b) mid‐instar queen‐destined larvae (MQ, 20 larvae from four colonies, representing four biological replicates for mRNA‐seq, MQ1‐4) and mid‐instar worker‐destined larvae (MW, 33 larvae from three colonies, representing three biological replicates for mRNA‐seq, MW1‐4); and (c) late‐instar queen‐destined larvae (LQ, 42 larvae from four colonies, representing four biological replicates for mRNA‐seq, LQ1‐4), and late‐instar worker‐destined larvae (LW, 33 larvae from three colonies, representing three biological replicates for mRNA‐seq, LW1‐3). Using an independent sample of colonies, we also collected 36 larvae (six larvae of the six phenotypes from six colonies; Table S1) and we used each larva as an independent biological replicate for qRT‐PCR (i.e., six biological replicates per phenotype). To confirm the caste fate of all sampled larvae, we measured their mass and head width and found that they were all within the expected ranges for larvae of each caste pathway and instar (Table S2). We also allowed unsampled larvae from each colony that had developed at the same time as sampled larvae to develop into adults (or into fourth‐instar larvae in the case of queen‐destined larvae). For each sampled larval phenotype, 95%–100% of unsampled larvae developed into an adult of the expected caste (Table S1).

#### 2.1.2 RNA extraction and sequencing

We extracted total RNA following methods detailed in the Supporting information. For mRNA‐seq, we produced 20 pooled‐larvae samples of total RNA, consisting of three EQ samples, three EW samples, four MQ samples, three MW samples, four LQ samples, and three LW samples. The samples were sequenced by the Earlham Institute (Norwich, UK; see Supporting information). For qRT‐PCR, we extracted total RNA from each of the 36 individual larvae, which were then assayed for gene expression as described below.

#### 2.1.3 Bioinformatic analysis

We conducted bioinformatic analysis of the mRNA‐seq data following the approach of Mohorianu et al. (2017a). We used custom‐made Perl scripts (available at https://github.com/sRNAworkbenchuea/UEA_sRNA_Workbench) to quality filter mRNA‐seq reads and aligned them to the *B*. *terrestris* reference genome (Sadd et al., 2015) with PatMaN (Prufer et al., 2008). We next summarised gene expression as the algebraic sum of abundances of reads incident to a transcript, normalised the count matrix using a nonparametric subsampling normalisation, and then determined that the quality of the libraries following these steps was sufficient for differential expression analysis (Figures S4, S5, S6, S7, S8; see Supporting information for details). As part of the quality filtering process, we removed three replicate libraries (MQ3, LQ3, MW1), leaving 17 mRNA‐seq libraries for differential expression analysis (see Supporting information for details).

#### 2.1.4 Differential gene expression between caste phenotypes

In the mRNA‐seq data, we defined each gene/transcript (including unannotated exons) as a significantly differentially expressed gene (DEG) between caste phenotypes when the maximal confidence intervals (difference between the minimum and maximum normalised reads counts across biological replicates) for queen‐ and worker‐destined larvae in a given developmental stage did not overlap (Mohorianu et al., 2013). Following Mohorianu et al. (2013, 2017a), we calculated offset fold change (OFC) for upregulation in k (i.e., expression higher in sample k than k’) as follows (with min and max representing the minimum and maximum normalised read counts for the denoted samples, respectively, and 20 representing a base‐level offset to prevent the rank of OFCs being masked by low‐abundance reads):

$${\text{OFC = log}}_{2}\frac{\min_{k}+20}{\max_{k^{\prime }}+20}.$$

To isolate the DEGs with the greatest potential effects on caste determination and/or differentiation and highest likelihood of qRT‐PCR validation, we defined DEGs as highly significantly differentially expressed genes (HDEGs) when OFC >1 between caste phenotypes within a larval stage and after accounting for multiple unannotated exons making up a longer multiple‐exon transcript (Collins et al., 2017; Mohorianu et al., 2013, 2017a; See Supporting information for details). Unless otherwise stated, we define a DEG or HDEG as upregulated if it had higher expression in one caste phenotype compared to the other within a larval stage; hence, for example, a gene defined as upregulated in EQ would be upregulated in EQ relative to EW (alternatively, downregulated in EW relative to EQ) and a gene defined as upregulated in EW would be upregulated in EW relative to EQ (alternatively, downregulated in EQ relative to EW). Using these methods and definitions, we produced six lists each of DEGs and HDEGs upregulated in EQ, EW, MQ, MW, LQ and LW. To address Hypothesis 1 (differential gene expression across the caste pathways increases during development), we compared gene expression between caste pathways for each larval stage, defining the degree of differential gene expression as: (a) Number of differentially expressed genes; and (b) the magnitude of OFC. We refer to the above method of isolating DEGs and HDEGs from raw sequence data as the “PatMan/confidence‐interval pipeline”, and found that it compared favourably with two other pipelines (Kallisto and HISAT2/HTSeq) used by previous studies to isolate differentially expressed genes in mRNA‐seq analyses of *B*. *terrestris* (Bebane et al., 2019; Colgan, Carolan, et al., 2019; Colgan, Fletcher, et al., 2019). We used these pipelines to analyse our mRNA‐seq data and found the PatMan/confidence‐interval pipeline predicted a high proportion of the DEGs that Kallisto and HISAT2/HTSeq predicted (means of 80.8% and 84.9%, respectively), along with DEGs not predicted by them (Figures S9, S10; Table S3). Furthermore, previous studies of *D*. *melanogaster* found a high degree of congruence (78%) between mRNA‐seq data analysed using the PatMan/confidence‐interval pipeline and qRT‐PCR data (Mohorianu et al., 2017b). 

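Hexamerin and Krüppel homologue 1 in MQ and chymotrypsin-2-like in LQ were among the genes called both by non-overlapping ranges and by limma, a linear model fitted to the log2 abundances of all features in the 17 libraries. In MQ and in MW, 100% of the features that limma called had ranges of both castes that did not overlap. In LQ this share was 99.2% and in LW 98.5%. The reverse shares were lower: limma called 18.8% of the features with non-overlapping ranges in MQ, 19.1% of those in MW, 23.8% of those in LQ and 13.7% of those in LW. Both rules were applied to the same deposited abundances made with PatMaN, so the overlap of their calls is not independent support for either. Reads were not aligned again.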

Use of the PatMan/confidence‐interval pipeline over Kallisto and HISAT2/HTSeq did not affect the main conclusions of the analysis (see Supporting information for details).

#### 2.1.5 Unannotated and novel genes

To test Hypothesis 2 (novel genes hypothesis), we classified transcripts that mapped to the genome and were found to be HDEGs into four annotation classes: (a) Annotated genes (transcripts that map to *B*. *terrestris* gene annotations); (b) unannotated but not‐novel genes (transcripts that map to unannotated/uncharacterised regions, but that have significant homology to sequences in other insect genera); (c) unannotated, novel non‐coding RNA (non‐coding transcripts that map to unannotated/uncharacterised regions, and that do not have homology to other insect genera); and (d) unannotated, novel coding RNA (coding‐transcripts that map to unannotated/uncharacterised regions, and that do not have significant homology to other insect genera). We used BLASTX/BLASTN to compare each transcript with the NCBI nucleotide and protein databases, defining each transcript as novel if either search returned a hit to the genus *Bombus* but no other genus at E value ≤ 1 × 10^−5^ (Feldmeyer et al., 2014; Ferreira et al., 2013; Toth & Rehan, 2017). We then performed Fisher's exact test to test for significant differences in the relative proportions of novel genes associated with the queen‐ and worker‐ pathways within each developmental stage.

#### 2.1.6 Gene ontology (GO) enrichment analysis

We used a reciprocal best‐hit protein (RBH) BLAST search (Bork et al., 1998; Tatusov et al., 1997) between *B*. *terrestris* and *D*. *melanogaster* (Hoskins et al., 2015) to generate lists of *D*. *melanogaster* orthologues for the *B*. *terrestris* DEGs in each phenotype (Table S4). We then used GOrilla (Eden et al., 2009) and Revigo (Supek et al., 2011) software to conduct GO term enrichment analyses on each of the six *B*. *terrestris* lists of DEG orthologues (target sets), against a background set of *D*. *melanogaster* orthologues with *B*. *terrestris* (Table S4). We did not conduct GO term enrichment analyses on the HDEG lists as the numbers of *D*. *melanogaster* orthologues in each phenotype were too small (1–19 orthologues depending on phenotype; Table 1) to be informative (see Supporting information for details).

**TABLE 1:** Numbers of differentially expressed genes (DEGs) from mRNA‐seq libraries prepared from pooled whole‐body samples of female larvae of *Bombus terrestris* in six larval phenotypes

	EQ	EW	MQ	MW	LQ	LW
DEGs	817	1,337	3,720	2,572	1,976	1,432
Significant *Drosophila* orthologues	174	554	1,456	432	644	496
GO terms for significant orthologues	45	72	89	6	24	83
DEOs	287	900	2,397	829	1,174	774
HDEGs	0	0	54	92	40	14
Highly significant *Drosophila* orthologues	N/A	N/A	19	11	6	1
HDEOs	N/A	N/A	21	18	13	2
Highest OFC	0.89	0.89	5.8	3.94	3.69	3.14

Columns indicate: EQ, early‐instar queen‐destined larvae (*n* = 3); EW, early‐instar worker‐destined larvae (*n* = 3); MQ, mid‐instar queen‐destined larvae (*n* = 3); MW, mid‐instar worker‐destined larvae (*n* = 2); LQ, late‐instar queen‐destined larvae (*n* = 3); LW, late‐instar worker‐destined larvae (*n* = 3). Rows indicate: DEGs, the number of differentially expressed genes (upregulated in a given caste‐pathway (queen or worker) relative to the opposite caste pathway (worker or queen) within each developmental stage [early‐, mid‐, or late‐instar]); Significant *Drosophila* orthologues, the number of DEGs that had a reciprocal best‐hit (RBH) *BLAST* hit to a gene in *D*. *melanogaster* in each phenotype; GO terms for significant orthologues, the number of significant gene ontology terms for the significant *Drosophila* orthologues in each phenotype; DEOs, the number of DEGs that had a RBH *BLAST* hit to a gene in *Apis mellifera*; HDEGs, the number of highly differentially expressed genes (see text for definition) in each phenotype; Highly significant *Drosophila* orthologues, the number of HDEGs that had a RBH *BLAST* hit to a gene in *D*. *melanogaster* in each phenotype; HDEOs, the number of HDEGs that had a RBH *BLAST* hit to a gene in *A*. *mellifera*; Highest OFC, the OFC value of the most highly upregulated gene in each phenotype. N/A, not applicable.

#### 2.1.7 Selection and validation of genes of interest for qRT‐PCR

Using the mRNA‐seq data, we selected genes appearing most likely to influence caste determination and/or differentiation as targets for validation by qRT‐PCR. Specifically, we listed genes that met any of the following overlapping criteria: (a) Showed the highest degree of differential expression in each of the phenotypes; (b) was classed as a HDEG (i.e., OFC >1 between caste phenotypes) within at least one of the three developmental phenotypes; (c) was classed as a HDEG within at least two of the three developmental phenotypes; (d) fell within a gene family with at least one other member that was also highly significantly differentially expressed between caste phenotypes within at least one of the three larval stages; and (e) had been linked by published studies to caste determination and/or differentiation in *B*. *terrestris* or other eusocial Hymenoptera (Table 2, Table S5). In total, in the entire mRNA‐seq data set, there were 22 genes that matched selection criterion(a) and/or at least two of the other selection criteria, and we defined all 22 such genes as “genes of interest”. We then selected the 14 genes of interest with the highest expression levels in at least one phenotype as “target genes” for qRT‐PCR (Table S6).

**TABLE 2:** Genes of interest isolated from mRNAseq of pooled female larvae of *Bombus terrestris* and validated using qRT‐PCR in the current study (Figure 2) and possible functions as reported for these or related genes by other studies

Gene	Taxon or taxa	Possible function(s) from previous studies	Reference(s)
**Hexamerin**	*B. terrestris*	This gene and relatives are upregulated in larvae and pupae compared to adults. Upregulated in adult queens compared to workers.	Colgan et al. (2011)
**Hexamerin**	*A. mellifera*	Close association with gonad development/maturation in queens.	Martins et al. (2011)
Hexamerin relative	*Reticulitermes flavipes*	Associated with JH during worker caste differentiation.	Zhou et al. (2007)
Hexamerin family	*A. mellifera*	Induced expression in response to topical application of JH and roles in caste differentiation.	Martins et al. (2010)
Hexamerin family	*Solenopsis invicta*	Upregulated in queens/nurses compared to foragers. Topical application of a JH analogue induced repression.	Hawkings et al. (2019)
**Takeout‐like**	*A. mellifera*	Antagonistically relationship with JH in adults.	Hagai et al. (2007)
**Takeout‐like**	*B. terrestris*	Sex differentiated in larvae.	Harrison et al. (2015)
**Kr‐h1**	*B. terrestris*	Associated with JH in regulation of reproduction. Downregulated in workers in response to the queen's presence.	Shpigler et al. (2010)
**Kr‐h1**	*A. mellifera*	Association with brain‐specific changes that may induce foraging behaviour.	Fussnecker and Grozinger (2008); Grozinger et al. (2003)
Kruppel family	*Insects*	Functional link to JH. Plays a key role in repression of metamorphosis in insects.	Kayukawa et al. (2012); Lozano and Belles (2011)
Chymotrypsin−2 relative	*A. mellifera*	Possible role for processing royal jelly in queen‐ destined larvae.	Matsuoka et al. (2014)
Chymotrypsin−2 relative	*A. mellifera*	Upregulated in worker‐destined compared to queen‐destined larvae.	Vojvodic et al. (2015)
Yellow family	*A. mellifera*	Roles in development and behaviour. Caste‐specific expression. Related to major royal jelly family.	Drapeau et al. (2006)
**Yellow**	*D. melanogaster*	Associated with development and melanisation.	Han et al. (2002)
**CYP6 k1**	*Blattella germanica*	Expressed throughout development.	Wen and Scott (2001)
**CYP303a1**	*D. melanogaster; Locusta migratoria*	Essential for proper development and metamorphosis.	Wu et al. (2019)
Nrf proteins	*B. terrestris*	Association with sex differentiation in larvae.	Harrison et al. (2015)
**Dnmt3**	*A. mellifera*	Silencing in larvae induces development as queens.	Kucharski et al. (2008)
**Vitellogenin‐like**	*B. terrestris*	Contains mirtron sequences that are caste‐differentiated in larvae.	Collins et al. (2017)
**Vitellogenin‐like**	*A. mellifera*	Larval‐specific expression with potential role in metamorphosis.	Shipman et al. (1987)
Vitellogenin family	*A. mellifera*	Roles in caste‐specific expression and queen longevity. Functional link to JH.	Corona et al. (2007); Amdam et al. (2006)

Gene names highlighted in bold represent the same genes (or homologues) as those reported in this study; the remaining rows represent genes that are related to, or represent, the wider gene family of genes reported in the current study. The names given are the *B*. *terrestris* gene names from NCBI, which may differ from names in other species.

To address Hypothesis 3 (*Dnmt3* and *vitellogenin‐like* upregulation in queen‐destined larvae), we inspected the DEG lists for evidence of upregulation. We found that these two genes were not among the DEGs in the mRNA‐seq data. However, as these could have been false negatives, we added these two genes to the 14 genes already selected for qRT‐PCR. Hence, in total, we assayed gene expression in 16 target genes using qRT‐PCR (Table S6).

#### 2.1.8 Primer design and qRT‐PCR

Using methods detailed in the Supporting information we produced primers for 16 target genes and eight candidate reference genes (Table S6). We synthesised cDNA from each of the 36 RNA samples. We then ran qRT‐PCR reactions using the primers with the highest specificity and efficiency for each gene plus cDNA, alongside a no‐RT control, a no‐template control, and an interplate calibrator (IPC) (Hellemans et al., 2007), to generate Cq values for differential expression analysis of six biological replicates for each of the six phenotypes. We analysed the normalised Cq values of the eight candidate reference genes and, using geNorm (Vandesompele et al., 2002) and BestKeeper (Pfaffl, 2004), determined that at least two reference genes were required. We then selected the three most stable candidate reference genes, which were Ribosomal protein S5a (XM_012308701), Ribosomal protein 18S (XM_003400778), and TATA‐binding protein (XM_003402044; Figure S11). We used the Cq values for these genes and each target gene to calculate relative quantification for each target gene (see Supporting information for details), testing for significant differences in gene expression levels between queen and worker‐destined larvae within each larval stage with Mann–Whitney *U* tests.

For each of the 16 target genes, we compared the qRT‐PCR expression results against the mRNA‐seq data in three comparisons (one within each developmental stage) between queen‐ and worker‐destined larvae (16 × 3 = 48 comparisons in total). We then assessed whether for each comparison the relatively quantified Cq values obtained from qRT‐PCR showed the same results as the mRNA‐seq data (see Supporting information for details).

### 2.2 Comparative analysis of caste‐associated genes in larvae

#### 2.2.1 Direct gene list comparative analysis

To address our second aim (compare caste‐associated genes between *B*. *terrestris* and *A*. *mellifera*), we used a RBH BLAST analysis (Holman et al., 2019; Jackson et al., 2019; Jones et al., 2017) to isolate the orthologues between the two species (Table S7; see Supporting information for details). Using this orthologue list, we produced two gene lists within each of the six *B*. *terrestris* phenotypes, i.e lists of *B*. *terrestris* DEGs and HDEGs that had orthologues in *A*. *mellifera* (DEOs and HDEOs, respectively). We then compared these *B*. *terrestris* orthologue lists with gene lists from two studies of *A*. *mellifera*: (a) Cameron et al. (2013), which used microarrays to isolate gene expression differences between queen‐destined and worker‐destined larvae at the following timepoints: 6 h (first‐instar), 12 h (second‐instar), 36 h (second‐instar), 60 h (third‐instar), 84 h (fourth‐instar), 108 h (fifth‐instar) and 132 h (fifth‐instar); and mRNAseq at the 60 h timepoint; and (b) He et al. (2017), which used mRNA‐seq to isolated differentially expressed genes between queen‐destined and worker‐destined larvae at ages 2 days (third‐instar) and 4 days (fourth/fifth‐instar). From each study, we downloaded the total gene list and the list of genes that were differentially expressed (as defined by each study) between caste pathways at each timepoint. We then used the original list of orthologues between *B*. *terrestris* and *A*. *mellifera* to generate separate lists of *B*. *terrestris* orthologues differentially expressed in each of the *A*. *mellifera* comparison studies.

The caste determination mechanisms and number of instars differ between *B*. *terrestris* and *A*. *mellifera* (Haydak, 1970; Slater et al., 2020; Wheeler et al., 2014; Winston, 1987), so we constructed multiple contingency tables to compare gene lists within the closest phenotypes between species in each study (Figure S12; Table S8). Overall, we made 36 comparisons between our lists of orthologues and those derived from Cameron et al. (2013; from their microarray data only), and 18 comparisons between our lists of orthologues and those derived from He et al. (2017; from their mRNA‐seq data; Table S8). We then performed a Fisher's exact test on each pair of compared lists of orthologues to detect significant overlaps between each pair, accounting for multiple testing using Bonferroni correction.

#### 2.2.2 HISAT2/HTSeq comparative analysis

We also tested whether any gene list differences between the two species stemmed from either: (a) Technical differences in the analysis pipelines used across different studies; or (b) biological differences occurring from queen diapause in *B*. *terrestris* but not *A*. *mellifera*. We used a shared HISAT2/HTSeq pipeline to: (a) Align, and conduct differential expression analysis on, the three raw mRNA‐seq data sets from the current study, Cameron et al. (2013) and He et al. (2017), using the same comparative approach as for the Direct gene list comparative analysis to test for overlaps; (b) isolate genes associated with *B*. *terrestris* queen diapause from Amsalem, Galbraith, et al. (2015) and test whether they were over‐represented among the caste‐associated DEGs for each *B*. *terrestris* larval phenotype; and (c) conduct the HISAT2/HTSeq comparative analysis in (a) but with the diapause‐associated genes excluded (see Supporting information for details).

## 3 RESULTS

### 3.1 Caste‐associated genes in *Bombus terrestris* larvae

#### 3.1.1 mRNA‐seq: Overall results

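Female larvae of Bombus terrestris audax on their way to becoming queens or workers were compared at 3 stages by mRNA-seq of whole bodies. The 6 phenotypes were early-, mid- and late-instar queen-destined larvae (EQ, MQ and LQ) and worker-destined larvae (EW, MW and LW). Queen-destined larvae came from 4 colonies without their queen and worker-destined larvae from 3 colonies with their queen. Each caste difference is therefore also a difference between queenless and queenright colonies, which these data do not separate.

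Of 20 libraries the 17 that the authors retained were analysed here. There were 3 libraries for each phenotype except MW, which had 2. A library held RNA of several larvae from 1 colony, pooled: 19 to 22 larvae in EQ, 29 to 41 in EW, 4 to 6 in MQ, 6 to 13 in MW, and 10 to 12 in both LQ and LW. The errors given are SDs between such pools. The authors sequenced the libraries on several lanes, and the paper's text does not name which library was on which lane. They drew the same number of reads from each library, aligned these with PatMaN, allowing 1 mismatch, to the annotated genes and the genome Bter_1.0, included reads that align at several places, and assembled unannotated transcripts from reads outside the annotated genes. They then corrected the counts for transcript length and quantile-normalised them. Closely related genes can share reads in such values.

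The deposited values are these normalised abundances and not counts, so that the number of reads behind a value is unknown. They cover 14817 features, of which 10005 are annotated and 4812 (32.5%) are unannotated transcripts. The ID of a feature gives its sequence, start and end, and a leading u marks unannotated transcripts, which the paper lists without it. The median abundance was 118 and the highest 390971.

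The paper's rules were computed on these values as deposited: ranges of both castes that do not overlap (DEGs), and an offset fold change (OFC) over 1, taken between the nearest libraries of the castes after adding 20 (HDEGs). Beside them, limma with an intensity trend was fitted to log2(abundance + 20) with a mean for each of the 6 phenotypes, and p-values were adjusted by the Benjamini-Hochberg method over the 14817 features of a comparison, with 0.05 as the threshold. All log2 fold changes are queen-destined minus worker-destined on this scale, on which the offset of 20 shrinks the changes of weakly expressed features. Limma was tried on data simulated with independent libraries and 1 spread per feature for all phenotypes. There it found 83.6% of changes of 1 on the log2 scale at the early stage, 62.7% at the mid stage and 73.1% at the late stage. The early and the late setting were the same, so the difference between their shares comes from the random draw. Shared colonies and outlying libraries were not simulated, so these shares may not hold for the real libraries. Product names were at hand for 597 features, from the part of the EQ sheet of Table S10 that could be read, most of whose features are higher in EQ than in EW. The genes named are therefore only part of those that passed, and this choice may tilt their directions towards queen-destined larvae at any stage.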

We sequenced 742,242,464 reads (after quality filtering) across all 17 retained libraries (Table S9; Collins et al., 2016). A total of 603,460,884 reads (81.3%) mapped to the genome. Overall, our analysis revealed 14,817 expressed genes present in at least one of the 17 mRNA‐seq libraries representing the six larval phenotypes (Table S10). A multidimensional scaling plot analysis showed that after removal of three of the libraries, the biological replicates clustered closely by larval developmental stage though not by caste (Figure S4), suggesting that relatively few differentially expressed genes of the total set are associated with caste within each developmental stage.

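Larval stage set the main pattern of expression. In a permutational analysis of variance on Manhattan distances between the libraries, stage took 61.9% of the variation (permutation p = 0.0001, the smallest that the permutations can give), caste 5.93% (permutation p = 0.0612) and the change of the caste difference with stage 8.87% (permutation p = 0.0841). The permutations treated all libraries as independent. Of the 7 colonies 6 gave several libraries, and each colony gave larvae of 1 caste only. The permutation p for caste therefore counts libraries of the same colony as separate replicates. The nearest library to each of the 17 libraries was of the same stage in 17 cases and of the same phenotype in 13. A group of transcripts, described below, separates the libraries into sets of 9 and 8, and the nearest library was of the same set in 13 cases too. EQ1, EQ3, EW3 and LQ2 lay nearest to a library of the other caste, each of its own set. The mean absolute log2 difference between libraries of different castes was 0.250 at the early stage, against 0.226 within EQ and 0.242 within EW. At the mid stage it was 0.373, against 0.300 within MQ and 0.213 within MW, and at the late stage 0.342, against 0.255 within LQ and 0.316 within LW.

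**Figure D1:**
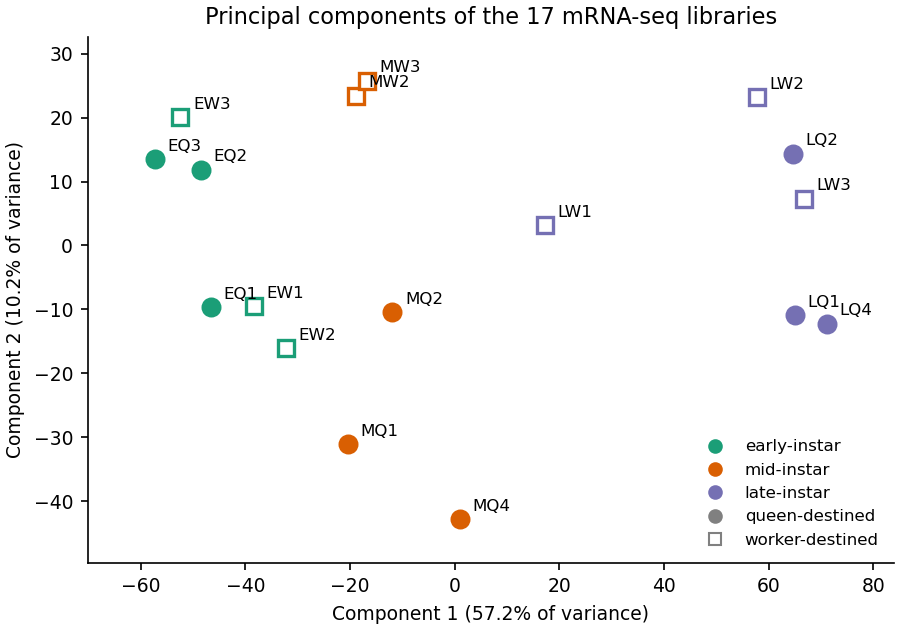
Principal components of log2(abundance + 20) of 14817 features in 17 libraries, with stages as colours, queen-destined larvae as filled circles and worker-destined larvae as open squares. Component 1 (57.2% of the variance) runs from early to late libraries, LW1 lies between the mid and the other late libraries, and component 2 holds 10.2%.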

#### 3.1.2 Differential gene expression between caste phenotypes

A total of 11,854 genes/transcripts were classified as DEGs and 200 as HDEGs (Table S11). 

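Most of the features that differed strongly between castes at more than 1 stage were higher in queen-destined larvae. Most of these queen-higher features lie together in a few stretches of the genome, so the count of features is not a count of separate places. An OFC over 1 was found for 193 features, of which 13 passed at both the mid and the late stage and 0 at all 3 stages. All 13 had the same direction at both stages, with 9 higher in queen-destined larvae and 4 higher in worker-destined larvae. The largest OFC values belonged to NC_015771.1_3137226_3141484, with 5.80 in MQ and 3.69 in LQ. The annotated feature NC_015771.1_3045554_3144288, which overlaps it and may share its reads, had an OFC of 3.33 in MQ and 1.52 in LQ. The unannotated transcript uNC_015771.1_3152030_3152362, which lies in the same region, had a log2 fold change of 3.77 (standard error 0.36, adjusted p = 0.000378 from limma) at the mid stage and of 2.16 (standard error 0.32, adjusted p = 0.00243 from limma) at the late stage. Another 4 of the 9 lie in a single stretch of NC_015764.1 from 10165373 to 10258688, with OFC values of 1.00 to 1.78 in MQ and 1.31 to 1.81 in LQ. Of the 4 features higher in worker-destined larvae, the unannotated transcript uNW_003566082.1_14813_15171 had the largest change at the mid stage, with a log2 fold change of -3.31 (standard error 0.38, adjusted p = 0.000442 from limma) there and an adjusted p of 0.00602 from limma at the late stage. The feature NC_015771.1_3137226_3141484 was taken to be Plrp2-like, the gene for which the paper's text gives the highest OFC in MQ. The others of the 13 could not be named here.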

Thirteen HDEGs were highly differentially expressed between castes at multiple timepoints (Table S12). For DEGs within each larval stage, the data partially supported Hypothesis 1 (differential gene expression between caste phenotypes increases during development), as the lowest numbers of DEGs were in early‐instar larvae (817 upregulated in EQ, 1,337 upregulated in EW). However, the highest numbers were in mid‐instar larvae (3,720 genes upregulated in MQ, 2,572 upregulated in MW). Similarly, for HDEGs, the lowest numbers were in early‐instar larvae (0 HDEGs in each caste pathway) and the highest numbers were in mid‐instar larvae (54 upregulated in MQ, 92 upregulated in MW; Table 1; Figure 1). Furthermore, mid‐instar larvae showed the highest expression differences in terms of having the highest OFC values, with pancreatic lipase‐related protein 2‐like (*Plrp2‐like*; XM_003398387.3) in MQ being the most differentiated gene in mid‐instar larvae with an OFC of 5.8, followed by *P17/29C‐like protein DDB_G0287399* (*P17/29C‐like*, XP_003398842.1) in MW with an OFC of 3.94 (Tables 1, S10). By contrast, the most highly differentiated genes in the early‐instar larvae were an unannotated transcript (NC_015770.1_12249827_12250301) in EQ with an OFC of 0.89, and an uncharacterised gene (XM_012314904.2) in EW with an OFC of 0.89 (Tables 1, S10). These results confirm the prediction of Hypothesis 1 that gene expression differences would be lowest in early‐instar larvae but not the prediction that the greatest differences would be in late‐instar larvae.

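Few genes separated early-instar queen- and worker-destined larvae once the spread between libraries was taken into account. EQ was higher than EW without overlap in 817 features (408 of them annotated) and EW higher than EQ in 1337 (1137 annotated). Together these are 14.5% of the features, where 3 libraries against 3 give 10% by chance. At the adjusted threshold limma called 0 features in EQ and 1 in EW, while 366 and 422 passed an unadjusted p of 0.05. The 1 feature called, the unannotated transcript uNW_003566014.1_7728_8658, which was singled out after its values were seen, had a log2 fold change of -0.74 (standard error 0.09, adjusted p = 0.0275 from limma). It did not pass when any of 10 of the 17 libraries was left out, with an offset of 1, or without the intensity trend of the variance. With weights estimated for each library, limma called 14 features in EQ and 18 in EW. The named genes nearest to the threshold in EQ were hemicentin-2, a protein of the extracellular matrix, with a log2 fold change of 0.34 (standard error 0.06, adjusted p = 0.222 from limma), A-agglutinin anchorage subunit with 0.33 (adjusted p = 0.575) and protein Star-like with 0.32 (adjusted p = 0.612), and none of them passed. Without 1 of the 6 early libraries non-overlapping ranges were found in 1304 to 1969 features of EQ and in 1718 to 3379 of EW, most without EW3, at a chance share of 20%. The variance share of caste over all features was 24.5%, where 20% is expected without a difference (exact permutation p = 0.3, two-sided, with 0.1 the smallest possible). Without EW3 it was 46.9%, where 25% is then expected.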

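Estradiol 17-beta-dehydrogenase 2, fatty acid synthase-like and golgin-84 were among the genes higher in MQ than in MW. Estradiol 17-beta-dehydrogenase 2 (LOC100645241, NC_015766.1_8097203_8103084) had a normalised abundance of 580.0 ± 47.6 (SD, n = 3) in MQ and 177 ± 14.4 (n = 2) in MW, a log2 fold change of 1.61 (standard error 0.15, adjusted p = 0.000378 from limma). Fatty acid synthase-like (LOC100652317, NW_003565702.1_4661_4969) had 1250.2 ± 228.5 in MQ and 317 ± 10.8 in MW, a log2 fold change of 1.90 (standard error 0.38, adjusted p = 0.0117 from limma). Golgin-84 (LOC100648502) had a log2 fold change of 0.97 (standard error 0.10, adjusted p = 0.000378 from limma), MOXD1 homolog 1, a relative of monooxygenases (LOC100645538), of 1.10 (standard error 0.16, adjusted p = 0.00291 from limma) and protein Skeletor (LOC100644782) of 1.34 (standard error 0.30, adjusted p = 0.0176 from limma). In MW, the largest change among genes with a product name that could be read was that of the mobile element jockey-like (LOC105666749), with a log2 fold change of -1.65 (standard error 0.31, adjusted p = 0.00947 from limma), followed by that of popeye domain-containing protein 3-like (LOC100651966), -0.83 (standard error 0.24, adjusted p = 0.0486 from limma), and that of odorant receptor 4-like (LOC105666960), -0.68 (standard error 0.13, adjusted p = 0.00819 from limma). In each of these 8 genes all MQ libraries lay on 1 side of both MW libraries, which the rule for naming them required.

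Over all features, 42.5% had non-overlapping ranges at the mid stage, where 3 libraries against 2 give 20% by chance. Of these features 3029 were annotated in MQ and 1224 in MW. The annotated and unannotated features that limma called numbered 700 in MQ and 491 in MW. Both counts rest on few libraries: without MW3 they were 74 and 100, without MW2 121 and 93, without MQ4 241 and 183, without MQ1 405 and 306, and without MQ2 1061 in MQ, the last library left out raising the count. With the remaining worker library alone, its spread was taken from the other phenotypes. A group of transcripts separates 9 of the 17 libraries, among them MQ1 and MQ4, from the other 8, among them MQ2, MW2 and MW3. With this set of libraries as a term, chosen after the values were seen, limma called 385 in MQ and 286 in MW, against 700 and 491 without it. With weights estimated for each library it called 1623 and 1070. Leaving out MW2 or MW3 also ended the calls of fatty acid synthase-like and Skeletor, leaving out MW2 those of the jockey-like element and odorant receptor 4-like, and leaving out any of 14 of the 17 libraries that of popeye domain-containing protein 3-like.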

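The strongest differences at the mid stage lay more often in worker-destined than in queen-destined larvae. Before transcripts that the authors took for parts of 1 gene were merged, 58 features had an OFC over 1 in MQ and 94 in MW. Merging took away 4 in MQ and 2 in MW and left 54 and 92. At the late stage there were 40 in LQ and 14 in LW, and at the early stage none in either caste. Of the 152 mid-stage features with an OFC over 1, limma called 139, and of the 54 late-stage features 52.

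Several very abundant unannotated transcripts did not pass limma although their OFC was over 1 in MQ. An example is uNW_003568514.1_1_229, with a log2 fold change of 5.32 (standard error 3.02, adjusted p = 0.298 from limma). It is 1 of 7 of the 58 features in MQ that also separate 9 of the 17 libraries, of all phenotypes except MW, from the other 8, a pattern that follows neither caste nor stage. The counts at this threshold also depended on single libraries, though leaving out a library of the stage can raise them and cannot lower them. In MQ there were 114 features without MQ2 and 112 without MW2, and in MW 283 without MQ2, 207 without MW2, 191 without MW3 and 185 without MQ1. LQ had 67 features without LQ4, and LW had 31 without LQ2, 30 without LW1 and 27 without LQ4 or LW3. Without EW3, 55 features of EQ and 6 of EW passed at the early stage, and without EQ2, 19 of EQ.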

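Both of these features were many times more abundant in 1 caste than in the other at the mid stage. The feature with the highest OFC in MQ, which the paper's text names as Plrp2-like, a relative of lipases, was NC_015771.1_3137226_3141484. Its normalised abundance was 17655 ± 4919.9 (SD, n = 3) in MQ and 115 ± 124 (n = 2) in MW, a log2 fold change of 7.38 (standard error 0.96, adjusted p = 0.0012 from limma). At the early stage it was 1780.0 ± 1857 in EQ and 465 ± 517 in EW, with overlapping ranges, and at the late stage 4638 ± 897 in LQ and 146 ± 104 in LW (both n = 3), a log2 fold change of 4.97 (standard error 0.86, adjusted p = 0.00643 from limma). The feature with the highest OFC in MW, which the paper's text names as P17/29C-like, was NC_015772.1_3820761_3823080, with 3428 ± 376 in MW and 82.0 ± 91.7 in MQ and a log2 fold change of -5.44 (standard error 0.67, adjusted p = 0.000799 from limma). It was more abundant still at the late stage in both castes, with 19568 ± 7695 in LQ and 27013 ± 16381 in LW, a difference that did not pass limma (log2 fold change -0.31, adjusted p = 0.81). In the deposited values the late-stage feature with the highest OFC in worker-destined larvae was the unannotated transcript uNC_015771.1_9108635_9108849. It was listed at 0 in all 3 LQ libraries and at 238 ± 75.8 in LW (adjusted p = 0.000428 from limma). The paper's supplement gives an uncharacterised protein as the most strongly differing gene in LW.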

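Neither of these early features passed limma at the adjusted threshold. The unannotated transcript uNC_015770.1_12249827_12250301 had a normalised abundance of 228.5 ± 109.8 (SD, n = 3) in EQ and 52.7 ± 3.88 (n = 3) in EW, a log2 fold change of 1.67 (standard error 0.81, adjusted p = 0.88 from limma). All 3 EQ libraries lay above all 3 EW libraries, but they differed widely among themselves. The feature with the highest OFC in EW, NC_015773.1_9147329_9148959, which the paper's text gives as an uncharacterised gene, had 16.1 ± 5.13 in EQ and 58.8 ± 4.78 in EW, a log2 fold change of -1.13 (standard error 0.17, adjusted p = 0.0582 from limma). With an offset of 1 in place of 20 it passed, with an adjusted p of 0.0219 from limma. It was also lower in MQ than in MW, with a log2 fold change of -1.23 (standard error 0.19, adjusted p = 0.0031 from limma).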

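MAP kinase-activating death domain protein, carbonic anhydrase 2-like and neuropeptide Y receptor were among the named genes higher in LQ than in LW. MAP kinase-activating death domain protein (LOC105666583, NC_015776.1_5061716_5098638) had a normalised abundance of 34.7 ± 5.92 (SD, n = 3) in LQ and 10.5 ± 3.25 (n = 3) in LW, a log2 fold change of 0.84 (standard error 0.08, adjusted p = 9.45e-05 from limma). Carbonic anhydrase 2-like (LOC100651140) had a log2 fold change of 0.84 (standard error 0.14, adjusted p = 0.00469 from limma) and neuropeptide Y receptor (LOC100646069) of 0.64 (standard error 0.12, adjusted p = 0.0115 from limma), the last not passing without LQ1. In LW, flagellar attachment zone protein 1 (LOC100649207, named after a match in another species) had a log2 fold change of -0.97 (standard error 0.17, adjusted p = 0.00643 from limma) and the immune receptor gene protein toll (LOC100647698) of -0.46 (standard error 0.12, adjusted p = 0.0477 from limma), which no longer passed when any of 15 of the 17 libraries was left out. At the late stage limma called 475 features in LQ and 199 in LW, and 23.0% of the features had non-overlapping ranges, where chance gives 10%. Without LQ1 limma called 214 and 65, without LQ4 312 and 120, without LW2 302 and 97, without LW1 280 in LQ, and without MQ2 308 in LW. With weights estimated for each library it called 1399 and 1281, and with a term for the 2 sets of 9 and 8 libraries that a group of transcripts separates, chosen after the values were seen, 643 and 315, more than at the mid stage with that term.

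The whole profile differed in the same order. The variance share of caste was 46.3% at the mid stage, where 25% is expected without a difference, and 33.7% at the late stage, where 20% is expected (exact permutation p = 0.1 for each, two-sided, the smallest that these numbers of libraries allow). The variance of true log2 fold changes, after the error of the estimates was subtracted, was 0.00067 at the early, 0.163 at the mid and 0.0820 at the late stage. Leaving out 1 library gave -0.0362 to 0.0491, 0.117 to 0.218 and 0.0647 to 0.111 in the same order. Limma called a change of the caste difference itself from the early to the mid stage in 34 features towards queen-destined and 27 towards worker-destined larvae, and from the mid to the late stage in 211 and 155. From the early to the late stage the numbers were 71 and 11. Of the 7 colonies 6 gave libraries at several stages, and with colony as a random block the numbers were 70 and 105, 376 and 337, and 104 and 23 in the same order. Without MQ2 the early to mid counts were 381 and 272, and without EQ3, EW1 or EW2 they were 0. Leaving out single libraries gave 44 and 16 (without MW3) to 536 and 611 (without MQ2) from the mid to the late stage, and 23 to 79 and 0 to 25 from the early to the late stage. Of the features called at both the mid and the late stage, 109 in all, 94 had the same direction. The libraries of both stages share colonies, so these calls are not independent of each other. From the lowest numbers of DEGs and HDEGs and the lowest OFC values at the early stage and the highest at the mid stage, the paper concludes that its Hypothesis 1 held for early-instar larvae and not for late-instar larvae.

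**Figure D2:**
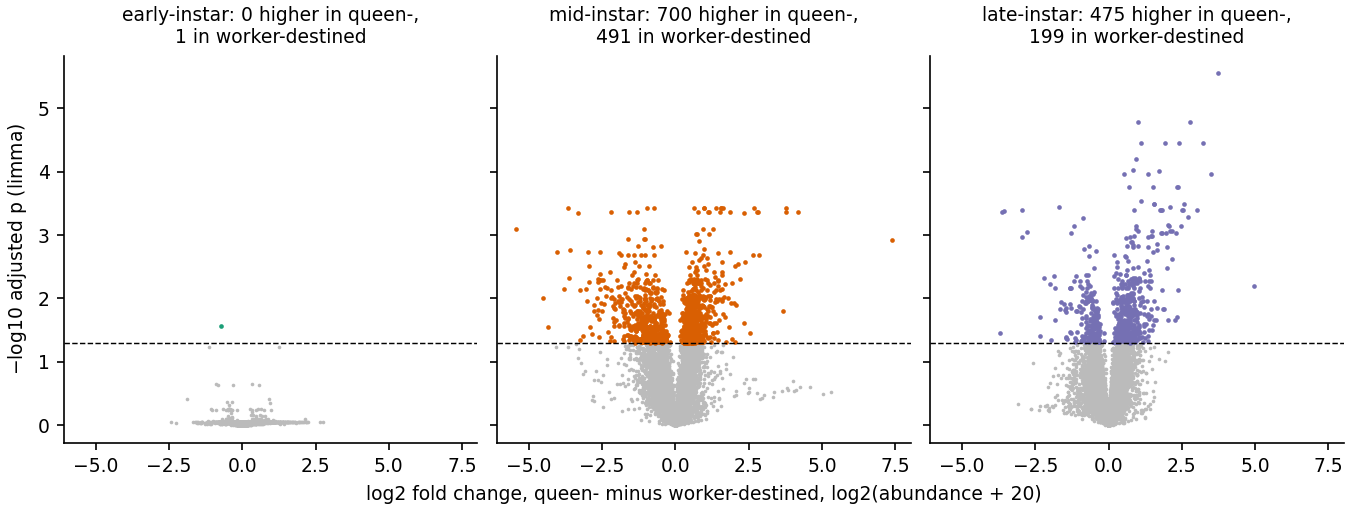
Log2 fold change between castes (queen-destined minus worker-destined) of the 14817 features at the early, mid and late stage against the adjusted p from limma (as -log10), with features past the threshold, a dashed line, coloured. The coloured features number 1 at the early, 1191 at the mid and 674 at the late stage.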

**FIGURE 1:**
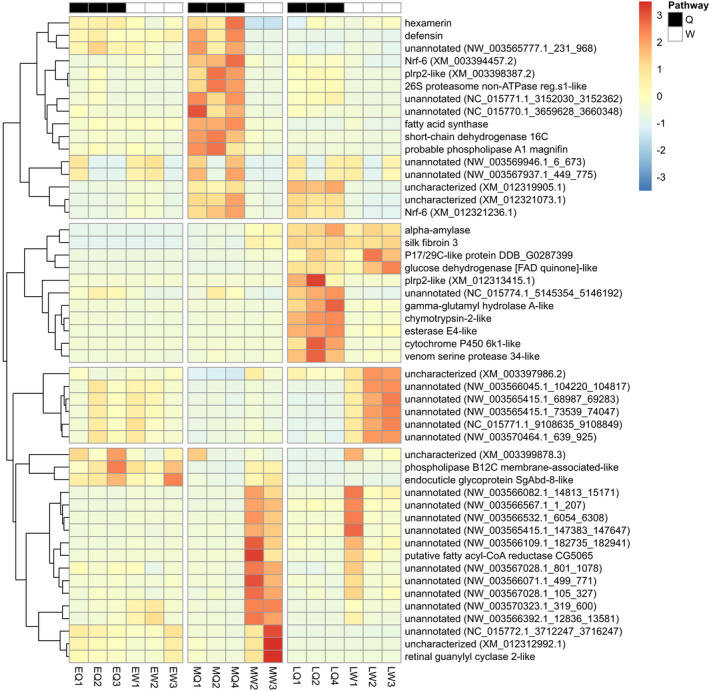
Gene expression differences from mRNA‐seq libraries prepared from pooled whole‐body samples of female larvae of *Bombus terrestris* in six larval phenotypes. Differences expressed in a heatmap showing relative changes in gene expression (OFC) within each gene for the 50 most highly differentially expressed genes (out of 200 HDEGs in total), with each row representing an individual gene and each column representing a biological replicate from the mRNA‐seq data. Vertical breaks represent the three developmental stages (early‐, mid‐, or late‐instar larvae), and the top row represents queen‐ (black) and worker (white)‐destined larvae. The dendogram shows genes that cluster together according to their gene expression patterns, and the four most dissimilar clusters are represented by horizontal breaks. For each annotated gene the NCBI Refseq description is provided, and for each unannotated/uncharacterised gene the sequence ID is provided. See Table 1 legend for phenotype abbreviations and sample sizes

#### 3.1.3 Unannotated and novel genes

Of the 200 HDEGs in queen‐ vs. worker‐destined larvae of all stages, 95/200 (47.5%) were annotated transcripts, 79/200 (39.5%) were unannotated transcripts and 26/200 (13%) were uncharacterised transcripts (Figure 2; Table S11). 

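Transcripts that the genome annotation lacks made up a larger part of the strong differences in worker-destined than in queen-destined larvae. Before merging, 49 of 94 features with an OFC over 1 in MW were unannotated (52.1%), against 19 of 58 in MQ (32.8%; two-sided Fisher's exact test, p = 0.0286). At the late stage they were 10 of 14 in LW (71.4%) and 7 of 40 in LQ (17.5%; Fisher's exact test, p = 0.000427). Among all 14817 features the unannotated share was 32.5%. Among the features called by limma it was 17.1% in MQ, 55.8% in MW, 19.8% in LQ and 32.2% in LW. Annotated and uncharacterised transcripts could not be separated, since product names were at hand for part of the features only.

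**Figure D3:**
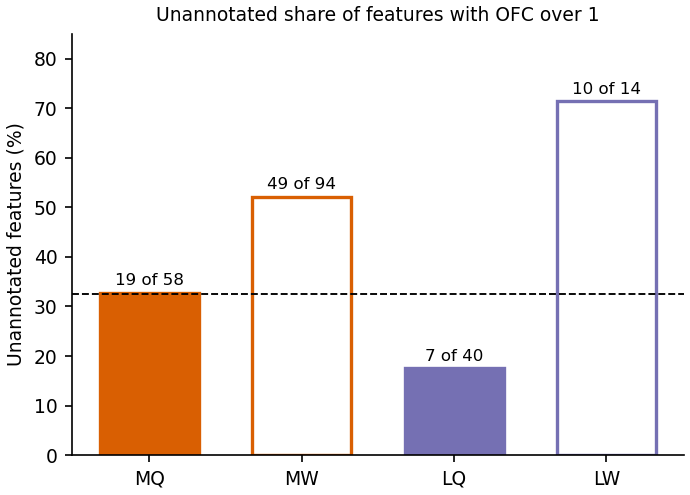
Percent of unannotated transcripts among features with an OFC over 1 in MQ, MW, LQ and LW, before merging, with a dashed line at the share among all features. MW (52.1%) and LW (71.4%) lie above the line and LQ (17.5%) below it, and MQ lies at 32.8%.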

Of the 79 + 26 = 105 unannotated/uncharacterised transcripts, 33 (31.4% of the unannotated/uncharacterised transcripts, 16.5% of the HDEGs) were found to be novel (i.e., contain no orthologues outside *Bombus*), lending partial support to Hypothesis 2 (novel genes hypothesis). Worker‐destined larvae had proportionally more novel HDEGs (with 14/92 (15.2%) and 7/14 (50.0%) of the total upregulated transcripts being novel in MW and LW, respectively; Figure 2) than queen‐destined larvae (with 7/54 (13.0%) and 5/40 (12.5%) of the total upregulated transcripts being novel in MQ and LQ, respectively; Figure 2). This difference was significant in late‐ but not mid‐instar larvae (Fisher's exact test; *p* = 0.042 and *p* = 0.813, respectively). 

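A transcript for which the paper found a match in Bombus but in no other genus was higher in queen-destined larvae at 2 stages and more abundant at later stages in both castes. The feature NW_003568470.1_7_877 lies on a short unplaced sequence that the genome assembly has not assigned to a chromosome. Its normalised abundance was 472 ± 186 (SD, n = 3) in MQ and 115 ± 8.43 (n = 2) in MW, an OFC of 1.10 and a log2 fold change of 1.79 (standard error 0.34, adjusted p = 0.00992 from limma), which no longer passed without MW2 (adjusted p = 0.0709) or without MW3 (adjusted p = 0.0808). In LQ it was 2030.3 ± 477 and in LW 508 ± 166 (both n = 3), an OFC of 1.24 and a log2 fold change of 1.99 (standard error 0.31, adjusted p = 0.00335 from limma). At the early stage it was 58.4 ± 14.0 in EQ and 37.9 ± 14.0 in EW, a difference that did not pass limma (log2 fold change 0.45, adjusted p = 0.88). Its coding potential was not analysed here.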

Of the 33 novel transcripts, one (NW_003568470.1_7_877; upregulated in MQ and LQ) was predicted to be protein‐coding and all remaining ones were predicted to be long non‐coding RNAs (lncRNAs) (Table S11).

**FIGURE 2:**
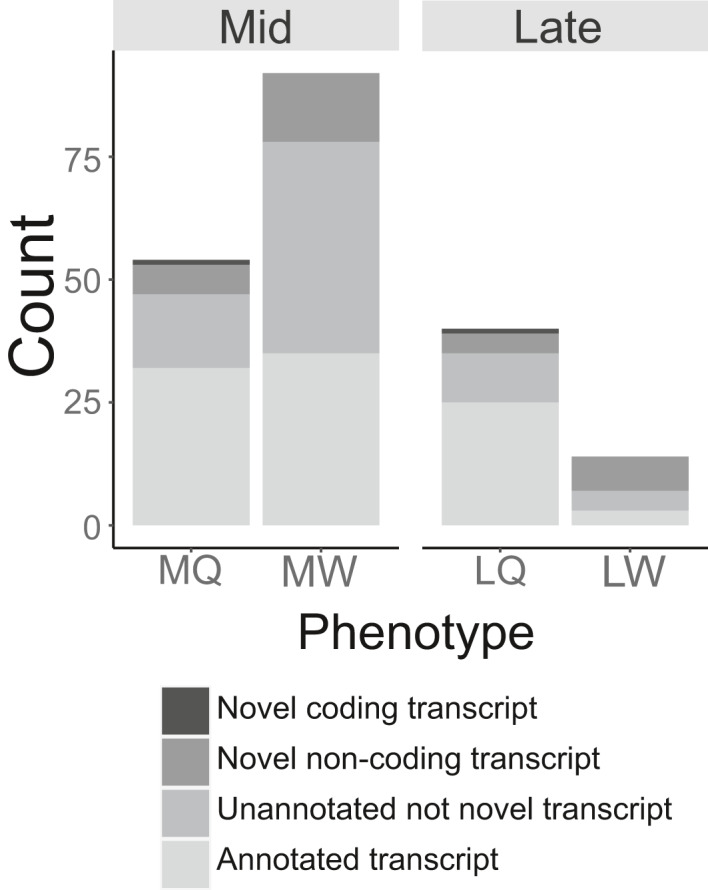
Relative abundance of highly differentially expressed transcripts (HDEGs) of different classes from mRNA‐seq analysis of pooled whole‐body samples of female larvae of *Bombus terrestris*. Data for EQ and EW are not shown as these phenotypes did not return any HDEGs. See Table 1 legend for phenotype abbreviations and sample sizes. The numbers for each gene category are shown in Table S11

#### 3.1.4 Gene ontology (GO) enrichment analysis

The RBH *BLAST* search between the transcriptome of *B*. *terrestris* and the annotated gene set of *D*. *melanogaster* revealed 7,689 orthologous genes (51.9% of 14,817 genes in the *B*. *terrestris* mRNA‐seq libraries; Table 1). These were used to isolate 319 nonredundant GO terms for the DEGs (Figure 3; Table S13). In the queen‐destined pathway, the enriched GO terms were closely associated with morphogenesis, developmental processes, and transport processes. For example, in EQ, among the most significant GO terms were the terms “developmental processes”, “anatomical structure morphogenesis”, and “pattern specification process”; in MQ the most significant term was protein transport (and 11/52 GO terms referred to “transport”); and, in LQ, among the most significant GO terms were “rhabdomere development” and “positive regulation of transport” (Figure 3). In addition, MQ contained the significantly enriched GO term “reproductive processes”. 

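Coatomer subunit beta and Sec24C, coat proteins of transport vesicles, were higher in MQ than in MW. Of the list of secretory transport genes, set before the data were examined, 3 members were among the features with a product name. Coatomer subunit beta (LOC105665983), part of the coat of vesicles of the Golgi, had a log2 fold change of 0.55 (standard error 0.11, adjusted p = 0.0113 from limma) at the mid stage. Protein transport protein Sec24C (LOC100642413), part of the coat of vesicles that leave the endoplasmic reticulum, had one of 0.54 (standard error 0.09, adjusted p = 0.00493 from limma). Coatomer subunit delta (LOC100645041) had one of 0.33 (standard error 0.14, adjusted p = 0.167 from limma) and did not pass, though adjusted over the list alone 3 of the 3 passed in MQ. At the early and the late stage 0 members passed limma, and 0 had an unadjusted p under 0.05. These members come from the part of a table of features that could be read, so their direction at the mid stage does not describe all genes of transport. GO terms were not analysed here.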

In the worker‐destined pathway, the most significant enriched GO terms were closely associated with metabolic processes, with 17/42, 3/3, and 17/46 terms referring to “metabolic processes” in EW, MW, and LW, respectively (Figure 3; Table S13).

**FIGURE 3:**
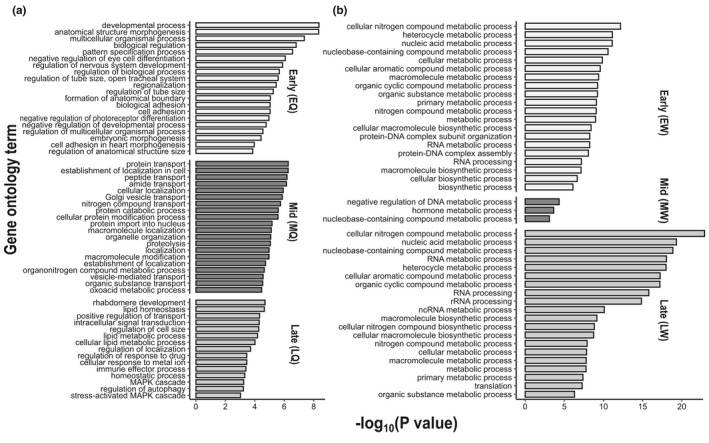
Enriched gene ontology (GO) terms for differentially expressed genes (DEGs) between caste pathways isolated from pooled whole‐body samples of female larvae of *Bombus terrestris* by mRNA‐seq. Due to the high number of GO terms (319 nonredundant terms across all six phenotypes), the 20 most significant biological‐processes GO terms in each phenotype are shown (or the most significant terms for phenotypes with fewer than 20 biological‐processes GO terms). In each figure, early‐, mid‐, and late‐instar larvae are represented by light, dark, and mid‐grey boxes, respectively. (a) GO terms associated with genes upregulated in queen‐destined larvae relative to worker‐destined larvae; (b) GO terms associated with genes upregulated in worker‐destined larvae relative to queen‐destined larvae. See Table 1 legend for phenotype abbreviations and sample sizes and Table S13 for the full list of GO terms

#### 3.1.5 Validation of genes of interest by qRT‐PCR

The selected genes of interest that were HDEGs fell into five gene categories (described in Supporting information). From the mRNA‐seq results (Figure 4), we made 48 phenotypic comparisons of the 16 genes of interest (representing a comparison between queen‐destined and worker‐destined larvae in three developmental stages for each gene). In the mRNA‐seq data, the genes were highly significantly differentially expressed across phenotypes in 17 cases and not highly significantly differentially expressed across phenotypes in 31 cases. Of the 17 cases in which the mRNA‐seq data showed significant differential expression between phenotypes, 11 also showed significant differential expression in the same direction in the qRT‐PCR data (Figure 4; Table S14). Of the 31 cases in which the mRNA‐seq data did not show highly significant differential expression, 27 also did not show significant differential expression in the qRT‐PCR data (Figure 4; Table S14). Overall, these findings demonstrated a high degree of congruence between the mRNA‐seq results (as predicted by the PatMan/confidence‐interval pipeline) and qRT‐PCR results for the 16 target genes, as 38 (i.e., 11 + 27) of 48 (79.2%) of phenotypic comparisons showed the same results in the qRT‐PCR data as in the mRNA‐seq data (binomial test of the proportion of successful matches relative to mismatches, *p* = 3.1 × 10^−5^). For each of the remaining 6/17 HDEG comparisons that were not significantly differentially expressed in the same direction in the qRT‐PCR data, the mean expression value in these data was higher in the same phenotype as in the mRNA‐seq data. Therefore, the trend in differential expression for these six genes was the same for both methods (Table S14). In addition to this, 11/16 genes of interest showed high Pearson correlation coefficients (> 0.7) between the mRNA‐seq and qRT‐PCR data (Figure S13).

**FIGURE 4:**
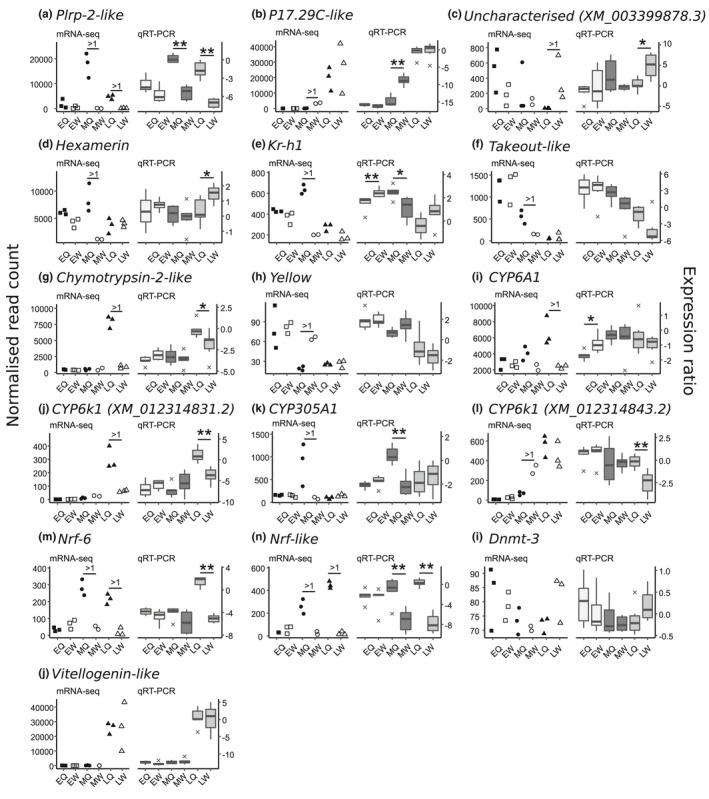
Gene expression levels from mRNA‐seq and qRT‐PCR assays of selected target genes in pooled whole‐body samples of female larvae of *Bombus terrestris*. Univariate scatterplots (left‐hand graphs in each panel) represent normalised read counts of target genes from mRNA‐seq. Early‐, mid‐, and late‐instar larvae are represented by circles, squares, and triangles, respectively, and queen‐ and worker‐destined larvae are represented by black and white shapes, respectively. Horizontal bars annotated with “>1” represent queen‐worker pathway comparisons that showed a log. offset fold change >1 (i.e., were highly differentially expressed genes (HDEGs) in the mRNA‐seq data). Boxplots (right‐hand graphs in each panel) represent relative gene expression levels (expression ratios) of target genes from qRT‐PCR, where early‐, mid‐, and late‐instar larvae are represented by light, dark, and mid‐grey boxes, respectively. Horizontal bars annotated with asterisks represent queen‐worker pathway comparisons that were significantly differentially expressed in the qRT‐PCR data (Mann‐Whitney U test; * *p* < 0.05; ** *p* < 0.01). In the boxplots, black horizontal bars represent the median gene expression values, boxes represent the interquartile ranges, error bars represent ranges up to 1.5 × the interquartile range, and black crosses represent points that fell beyond the 1.5 × interquartile range. See Table S14 for full gene names and accession numbers. See Table 1 legend for phenotype abbreviations. For the mRNA‐seq data: EQ, *n* = 3; EW, *n* = 3; MQ, *n* = 3; MW, *n* = 2; LQ, *n* = 3; LW, *n* = 3; for the qRT‐PCR data: EQ, *n* = 6; EW, *n* = 6; MQ, *n* = 6; MW, *n* = 6; LQ, *n* = 6; LW, *n* = 6

We found no support for Hypothesis 3 (*Dnmt3* and *vitellogenin‐like* upregulation in queen‐destined larvae), as neither gene was differentially expressed between caste pathways in either the mRNA‐seq or the qRT‐PCR data (Figures 4O–P).

### 3.2 Comparative analysis of caste‐associated genes in larvae

#### 3.2.1 Direct gene list comparative analysis

To address our second aim (compare caste‐associated genes between *B*. *terrestris* and *A*. *mellifera*), we isolated 7,598 orthologues that were present in the mRNA‐seq data (including genes that were not differentially expressed) from *B*. *terrestris* (current study) and in the microarray data from *A*. *mellifera* in Cameron et al. (2013) and then directly compared lists of differentially expressed orthologues from the two studies. Overall, 3/22 DEO comparisons and 0/14 HDEO comparisons showed significant overlaps between the two studies (Table S8). The significant overlaps were: (a) 51/2,397 (2.13%) of the DEOs that were upregulated in MQ in *B*. *terrestris* were also upregulated in 36 h old queen‐destined larvae (relative to worker‐destined larvae) in *A*. *mellifera* (Fisher's exact test, *p* = 3.6 × 10^−5^; Figure 5a); (b) 22/1,174 (1.87%) of the DEOs that were upregulated in LQ in *B*. *terrestris* were also upregulated in 60 h old queen‐destined larvae (relative to worker‐destined larvae) in *A*. *mellifera* (Fisher's exact test, *p* = 1.4 × 10^−3^; Figure 5b); and (c) 8/1,174 (0.68%) of the DEOs that were upregulated in LQ in *B*. *terrestris* were also upregulated in 108 h old queen‐destined larvae in *A*. *mellifera* (*p* = 3.2 × 10^−8^; Figure 5c).

**FIGURE 5:**
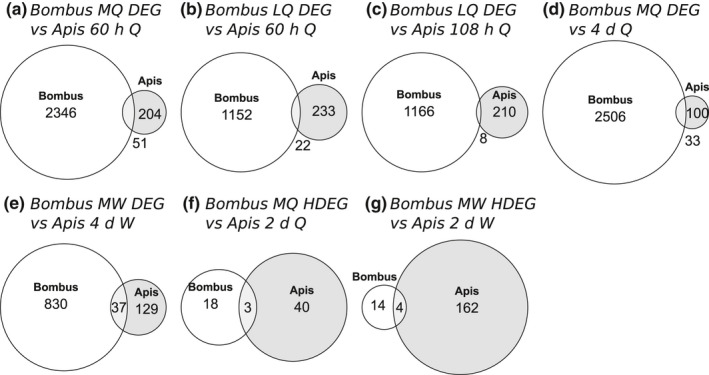
Results of direct gene list comparative analysis: Euler diagrams of significant overlaps between caste‐associated genes isolated from female larvae of *Bombus terrestris* by mRNA‐seq in the current study and caste‐associated genes isolated from female larvae of *Apis mellifera*. *A*. *mellifera* data came from Cameron et al. (2013) (a, b; 3/36 comparisons were significant), and He et al. (2017) (c–f; 4/18 comparisons were significant). Overlap between differentially expressed genes (DEGs) upregulated in: (a) MQ in *B*. *terrestris* with genes upregulated in 60 h‐old queen‐destined larvae in *A*. *mellifera*; (b) LQ in *B*. *terrestris* with genes upregulated in 60 h‐old queen‐destined larvae in *A*. *mellifera*; (c) LQ in *B*. *terrestris* with genes upregulated in 108 h‐old queen‐destined larvae in *A*. *mellifera*; (d) MQ in *B*. *terrestris* and genes upregulated in 4‐day‐old queen‐destined larvae in *A*. *mellifera*; (e) MW in *B*. *terrestris* and genes upregulated in 4‐day‐old worker‐destined larvae in *A*. *mellifera*. Overlap between highly differentially expressed genes (HDEGs) upregulated in: (f) MQ in *B*. *terrestris* and genes upregulated in 2‐day‐old queen‐destined larvae in *A*. *mellifera*; (g) MW in *B*. *terrestris* and genes upregulated in 2‐day‐old worker‐destined larvae in *A*. *mellifera*. Numbers show numbers of orthologues in each category (numbers shown outside the area of overlap where there is no room for them). Nonsignificant overlaps are not shown. See Table 1 legend for phenotype abbreviations

We also isolated 6,677 orthologues that were present in the mRNA‐seq data from *B*. *terrestris* (current study) and mRNA‐seq data from the second focal *A*. *mellifera* study (He et al., 2017) in order to directly compare gene lists from the two studies. Overall, 2/10 DEO comparisons and 2/8 HDEO comparisons showed significant overlaps between the two studies (Table S8). The significant overlaps were: (a) 33/2,539 (1.3%) of the DEOs that were upregulated in MQ in *B*. *terrestris* were also upregulated in 4‐day‐old queen‐destined larvae in *A*. *mellifera* (Fisher's exact test, *p* = 1.5 × 10^−3^; Figure 5d); (b) 37/867 (4.27%) of the DEOs that were upregulated in MW in *B*. *terrestris* were also upregulated in 4‐day‐old worker‐destined larvae in *A*. *mellifera* (Fisher's exact test, *p* = 9.18 × 10^−4^; Figure 5e); (c) 3/21 (14.29%) of the HDEOs that were upregulated in MQ in *B*. *terrestris* were also upregulated in 2‐day‐old queen‐destined larvae in *A*. *mellifera* (Fisher's exact test, *p* = 3.1 × 10^−4^; Figure 5f); and (d) 4/18 (22.22%) of the HDEOs that were upregulated in MW in *B*. *terrestris* were also upregulated in 4‐day‐old worker‐destined larvae in *A*. *mellifera* (Fisher's exact test, *p* = 8.59 × 10^−4^; Figure 5g). Across each comparison study, the majority of significantly overlapping genes were with DEOs or HDEOs from mid‐instar larvae in *B*. *terrestris* (5/7 significant comparisons; Figure 5).

From these overlapping lists, we found two HDEOs that were upregulated in queen‐destined larvae in the current study and in both *A*. *mellifera* comparison studies (*probable CYP303a1*, XM_003396659.3 and *alpha‐glucosidase‐like*, XM_012309279.2) and a total of 14 HDEOs that showed significant upregulation in the same direction in the current study and at least one of the *A*. *mellifera* comparison studies (Table S15). Three of the genes that were upregulated in both species were among the target genes selected for qRT‐PCR. These genes were *Hexamerin* (XM_003401733.3), *Krüppel‐homologue 1* (*Kr*‐*h1*; NM_001280921.1), and *probable CYP303a1* (XM_003396659.3). They all showed upregulation in queen‐destined larvae in the mRNA‐seq and qRT‐PCR data from *B*. *terrestris* in the current study and in the data from at least one *A*. *mellifera* study, which supports a caste‐associated role for these genes in both lineages. However, relatively few HDEOs showed similar expression patterns in both species (a maximum of 14/54), and the significant overlaps between the current study and the *A*. *mellifera* studies involved low numbers of genes (range: 3–51 genes; % range: 0.68%–22.22%, Table S8).

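A storage protein, a transcription factor that responds to juvenile hormone and a cytochrome P450 were each several times higher in MQ than in MW. Hexamerin (LOC100650745, NC_015777.1_4103831_4107629), the storage protein, had a normalised abundance of 8515 ± 2589.7 (SD, n = 3) in MQ and 1157 ± 60.9 (n = 2) in MW, a log2 fold change of 2.82 (standard error 0.31, adjusted p = 0.00043 from limma). It was 6102 ± 389.8 in EQ and 4180.0 ± 869.9 in EW, with all EQ libraries above all EW libraries but a log2 fold change of 0.56 that did not pass limma (adjusted p = 0.88), and 3638 ± 1408 in LQ and 4012 ± 621 in LW, where the ranges overlapped.

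Kr-h1 (NC_015765.1_2490563_2492637) had 636 ± 44.4 in MQ and 202 ± 2.58 in MW, a log2 fold change of 1.56 (standard error 0.16, adjusted p = 0.000378 from limma). At the late stage it was 275 ± 36.8 in LQ and 185 ± 41.6 in LW, a log2 fold change of 0.54 that did not pass (adjusted p = 0.0528 from limma). Probable CYP303a1 (LOC100642209, NC_015768.1_4742166_4745530) had 90.2 ± 33.3 in MQ and 10.0 ± 5.20 in MW, a log2 fold change of 1.84 (standard error 0.21, adjusted p = 0.000439 from limma). It was 46.8 ± 6.80 in EQ and 35.3 ± 1.46 in EW, and in LQ and LW it was low, at 4.88 ± 2.05 and 8.55 ± 6.15. For each of the 3 genes all MQ libraries lay above both MW libraries, and the mid-stage call held whichever library was left out. The paper counts these 3 genes among its HDEGs from these samples, so their non-overlapping ranges at the mid stage are not independent evidence. These are the mRNA-seq values, and the qRT-PCR and A. mellifera data were not analysed here.

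**Figure D4:**
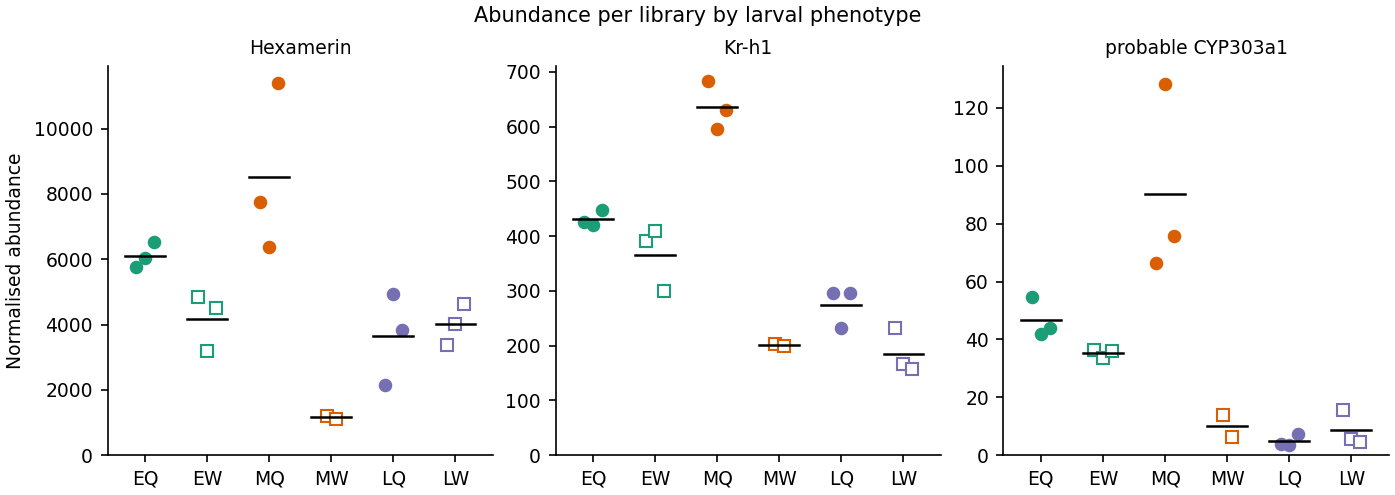
Normalised abundance of hexamerin, Kr-h1 and CYP303a1 in each library of the 6 phenotypes, with the mean of each phenotype as a bar. In each gene the 3 MQ libraries lie above the 2 MW libraries, and the MQ mean is the highest of the 6.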

#### 3.2.2 HISAT2/HTSeq comparative analysis

These results were similar when the HISAT2/HTSeq pipeline was used (Figure S14; Table S16; see Supporting information for details). In addition, we found no evidence that diapause‐associated genes were over‐represented among the *B*. *terrestris* DEGs (Table S17), and there was no effect on the HISAT2/HTSeq results comparing *B*. *terrestris* and *A*. *mellifera* when diapause genes were excluded from the analysis (Table S16). Overall, the findings provide only partial support for the toolkit genes hypothesis.

We summarise all key findings from the current study in Table S18.

## 4 DISCUSSION

### 4.1 Caste‐associated genes in *Bombus terrestris* larvae

Our first aim was to profile gene expression differences in queen‐ and worker‐destined larvae of *B*. *terrestris* at developmental stages straddling the two sensitive periods of caste determination (Figure S1). We addressed this using mRNA‐seq to profile gene expression differences between queen‐ and worker‐destined larvae at three stages, i.e., early‐, mid‐ and late‐instar larvae (see Introduction). We then validated these results in independently sampled larvae for a subset of 16 genes using qRT‐PCR and found a high degree of congruence between the mRNA‐seq and qRT‐PCR results for these genes.

Hypothesis 1 predicted that differential gene expression between queen‐ and worker‐destined larvae is absent in early‐instar larvae (as they are totipotent), greater in mid‐instar larvae (as they have embarked on one of the two caste pathways) and greatest in late‐instar larvae (as they show the greatest phenotypic differences; Cnaani et al., 2000; Röseler, 1970). The prediction was partially supported: more DEGs and HDEGs occurred in mid‐ and late‐ than in early‐instar larvae and the maximum OFC values were higher in mid‐ than in early‐instar larvae (Figure 1; Table 1). Correspondingly, these results support physiological and observational studies (Cnaani et al., 2000; Röseler, 1970) showing that the queen‐dependent period of caste determination occurs at the end of the second instar in *B*. *terrestris*. However, contrary to Hypothesis 1, the mRNA‐seq results showed that there were more genes differentially expressed across the caste pathways in mid‐instar larvae than in late‐instar larvae (Table 1). 

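The mid stage showed the wider caste difference by the paper's rule also when each stage was compared with 2 worker-destined libraries, as many as the mid stage has. With 2 worker-destined libraries at every stage, on average over the 3 ways to leave one out, 3918 features had non-overlapping ranges at the early stage (26.4%), 6292 at the mid stage and 5019 at the late stage (33.9%), where chance gives 20% in each. Over the 3 ways, the late count ranged from 4385 to 5364. The order of the limma calls depended on the fit: when each stage was fitted with its own libraries only, limma called 7 features in MQ, 16 in MW, 20 in LQ and 7 in LW. In the main fit limma called 1191 features at the mid and 674 at the late stage, and most alternatives kept this order. With a term for the 2 library sets that a group of transcripts separates, chosen after the values were seen, it called 671 and 958. Both MW libraries are of 1 set, while MQ, LQ and LW hold libraries of both. The paper's Kallisto and HISAT2/HTSeq counts of annotated DEGs were higher at the late than at the mid stage.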

A possible reason for this finding is that the nutrition‐sensitive period affects caste less strongly (see Introduction), and therefore there are fewer caste‐associated genes than during the queen‐dependent period. Evidence that the nutrition‐sensitive period is less influential comes from the findings that worker‐destined larvae cannot change to the queen pathway during the nutrition‐sensitive period (Amsalem, Grozinger, et al., 2015) and that queen‐destined individuals underfed during the nutrition‐sensitive period may be intermediate in size between queens and workers rather than having a full worker phenotype (Pereboom et al., 2003).

Hypothesis 2 predicted that a high number of novel (taxonomically‐restricted) genes would be associated with caste determination and/or differentiation, and that novel genes would be over‐represented in the worker pathway genes (see Introduction). We found that, of the 105 unannotated/uncharacterised HDEGs in *B*. *terrestris*, 33 (31.4%, representing 16.5% of the total HDEGs) were novel. In addition, novel genes were significantly over‐represented in the genes upregulated in LW (although not MW), of which 7/14 (50%) genes were novel compared to 5/40 (12.5%) genes upregulated in LQ being novel. These results partially support Hypothesis 2 as a proportion of caste‐associated genes were novel, and the worker pathway was relatively enriched for novel genes. However, studies of other eusocial insects have found up to 75% novel transcripts among caste‐associated genes and a percentage of novel genes among genes upregulated in workers of up to 81.5% (e.g., Ferreira et al., 2013). This suggests a limited, rather than a major, role for novel genes in larval caste determination and/or differentiation in *Bombus*. In our data, one novel HDEG (represented in both MQ and LQ phenotypes) was predicted to be protein‐coding (feature ID: NW_003568470.1_7_877) and the rest were predicted to be lncRNAs. The large proportion of novel lncRNAs, together with previous results isolating caste‐associated miRNAs in larvae in *B*. *terrestris* (Collins et al., 2017), suggest a role for RNA regulation of caste in *B*. *terrestris* and possibly other eusocial insects.

GO analysis of DEGs showed that queen‐destined larvae tended to be enriched for genes involved in development and morphogenesis (each developmental queen‐destined phenotype had highly significant GO terms related to these terms), while worker‐destined larvae tended to be enriched for genes involved in metabolism (Figure 3; Table S13). This difference could be due to queen‐destined larvae undergoing greater developmental change, given that adult queens are both much larger than adult workers and differ from them in morphology, behaviour, and physiology. The enrichment of the worker pathway in metabolism‐associated genes represents a contrast between *Bombus* and *Apis*, as in *Apis* metabolism genes are generally more closely associated with the queen pathway (Barchuk et al., 2007; Evans & Wheeler, 2001). However, in *B*. *terrestris*, GO analysis may have captured relatively fewer relevant genetic mechanisms in the worker compared to the queen pathway, given the higher proportion of novel genes in the worker pathway (Figure 2).

Several of the genes of interest in this study (e.g., HDEGs including *Hexamerin*, *Kr*‐*h1*, *Takeout‐like*, and relatives of these genes) have previously been shown to be up‐ or downregulated in response to JH in either *B*. *terrestris* or other eusocial insects, and these genes were upregulated in queen‐destined larvae in the mRNA‐seq data from the current study (Figure 4; Table 2). JH regulation is an essential component of caste determination and/or differentiation in *B*. *terrestris* and JH levels peak in queen‐destined larvae following the queen‐dependent period (Bortolotti et al., 2001; Cnaani et al., 2000). Upregulation of *Hexamerin* and *Kr*‐*h1* in MQ (as found in the current study) is consistent with this role, as the mid‐instar stage follows the queen‐dependent period, suggesting that these genes, and their possible interactions with JH, are potentially important candidates for involvement in caste determination and/or differentiation. *Takeout‐like* (XM_003397243.2) also has a negative relationship with JH in brain of adult *A*. *mellifera* workers (Table 2), and so its upregulation in MQ shows that its response to JH may be context‐dependent.

The *CYP* gene family is a large and diverse gene family, and several *CYP* genes have previously been linked to caste determination and/or differentiation in eusocial insects (Cameron et al., 2013; Tarver et al., 2012). 

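CYP303a1 was higher in MQ than in MW and CYP6k1-like higher in LQ than in LW. Of the P450 genes, 4 were among the features with a product name. The largest change among them was that of CYP6k1-like (LOC100650427, NW_003568878.1_25_931), which was listed at 0 in all early libraries and stayed close to 0 at the mid stage (0.657 ± 1.14 in MQ, SD, n = 3, and 1.24 ± 1.76 in MW, n = 2). At the late stage it was 140.3 ± 80.2 in LQ and 7.43 ± 12.0 in LW (both n = 3), a log2 fold change of 2.52 (standard error 0.29, adjusted p = 0.000407 from limma). The fit shares 1 spread per feature over all phenotypes, and the values near 0 at the early and the mid stage lower it. This standard error thus understates the wide spread between the late libraries. Cytochrome P450 4C1-like (LOC100651255) had a log2 fold change of 0.72 (standard error 0.21, adjusted p = 0.0654 from limma) at the late stage, and cytochrome P450 307a1-like (LOC100642619), a member of a family of ecdysone synthesis, one of 0.45 (standard error 0.16, adjusted p = 0.0929 from limma) at the mid stage, and neither passed. Over the 4 genes, 1 passed at the mid stage (2 adjusted over the list alone), 1 at the late stage (2 adjusted over the list alone) and 0 at the early stage (1 adjusted over the list alone and 1 at an unadjusted p of 0.05 from limma). The 4 genes come from the part of a table of features that could be read, so other P450 genes are missing from the list. Most features in that part are higher in EQ than in EW, which bears on the early count and may bear on the direction of the others. The paper reports CYP genes among the HDEGs of MW too, and its supplement gives another version of CYP6k1 as higher in MW. The study chose P450 genes from these samples, so the list is not independent evidence.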

We found that *CYP* genes were highly represented (4/54, 4/92, and 5/40 *CYP* genes in MQ, MW, and LQ, respectively) among caste‐associated genes in *B*. *terrestris*, and two of the *CYP* genes in this study (*CYP6 k1*, *CYP303a1*) have been shown to be essential for proper development and metamorphosis in other insects (Table 2), indicating that modulation of these two genes could be associated with the morphological changes in development associated with the castes of *B*. *terrestris*.

Several genes have relatives that have been shown to be linked with caste determination and/or differentiation in other eusocial species, but in the direction opposite to that found in *B*. *terrestris* in the current study. For example, *Chymotrypsin* was upregulated in LQ but its relatives were previously associated with the worker pathway in larval *A*. *mellifera*, and *Yellow* was upregulated in MW but members of its gene family were previously associated with the queen pathway in larval *A*. *mellifera* (Figure 4, Table 2). These results support previous suggestions that caste‐associated gene families shared across different eusocial lineages may alter their caste association as these lineages diverge and that new genes may evolve within each family within divergent lineages (Morandin et al., 2015; Smith et al., 2015, 2014). Furthermore, several HDEGs (e.g., *Nose‐resistant to fluoxetine* (*Nrf*) genes and *Takeout‐like*) that were upregulated in queen‐destined larvae in *B*. *terrestris* have been linked to sex differentiation in other insects (Figure 4; Table 2), consistent with reports linking the processes of caste‐ and sex differentiation in other eusocial species (Kapheim, 2019; Klein et al., 2016).

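Chymotrypsin-2-like, a digestive protease gene, was many times higher in LQ than in LW. Chymotrypsin-2-like (LOC105665851, NC_015767.1_10624627_10627639) had a normalised abundance of 7913 ± 943 (SD, n = 3) in LQ and 843 ± 233 (n = 3) in LW, a log2 fold change of 3.23 (standard error 0.27, adjusted p = 3.52e-05 from limma), and the call held whichever library was left out. At the mid stage it was 476 ± 151 in MQ and 523 ± 246 in MW, with overlapping ranges, and at the early stage 462 ± 48.3 in EQ and 378 ± 26.5 in EW, a log2 fold change of 0.27 that did not pass limma (adjusted p = 0.9). Of the 5 digestive protease genes with a product name it was the only 1 that passed at any stage, and 2 passed at the late stage adjusted over the list alone. The others were chymotrypsin-1-like, trypsin 3A1-like, carboxypeptidase B-like and aminopeptidase N, with late-stage log2 fold changes of 0.18 to 0.56. The paper chose chymotrypsin-2-like on these samples, so its call adds no independent evidence. Yellow was not analysed here, since its feature could not be identified.

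**Figure D5:**
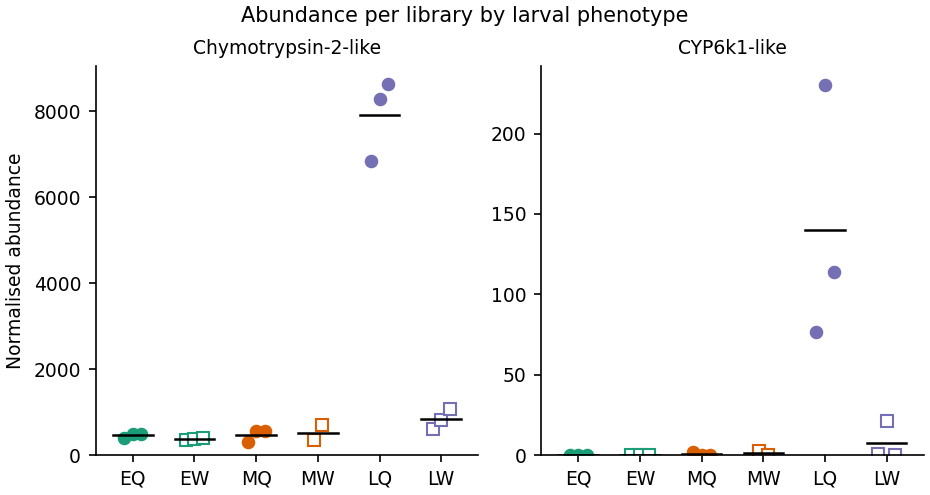
Normalised abundance of chymotrypsin-2-like and CYP6k1-like in each library of the 6 phenotypes, with the mean of each phenotype as a bar. In both genes the 3 LQ libraries lie above all other libraries.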

Hypothesis 3 predicted that two genes, *DNA methyl transferase 3B* and *vitellogenin‐like*, would be upregulated in queen‐destined larvae in *B*. *terrestris*; however, there was no evidence for this in either the mRNA‐seq or the qRT‐PCR data (Figure 4). For *Dnmt3*, this result contrasts with findings in *A*. *mellifera*, in which the experimental silencing of *Dnmt3* in larvae generates development as queens (Kucharski et al., 2008). Hence, *Dnmt3* does not appear to play the same role in caste determination and/or differentiation in *Bombus* as in *Apis*. *Vitellogenin‐like* was more highly expressed in late‐instar than in mid‐ or early‐instar larvae but was not caste associated. We have previously shown that this gene contains a mirtron (*Bte‐miR‐6001*) upregulated in late‐instar queen‐destined larvae (Collins et al., 2017). Unlike other intronic miRNAs, mirtrons are usually co‐expressed with their host sequences, and the two may act in concert to regulate the same biological processes (Amourda & Saunders, 2020). However, the results from our previous study imply only *Bte‐miR‐6001* is associated with caste differentiation whereas *vitellogenin‐like* itself is not. One possibility for this apparent anomaly is that additional mechanisms (e.g., alternative splicing) maintain *Bte‐miR‐6001* at a lower level in late worker‐destined larvae than its host gene.

### 4.2 Comparative analysis of caste‐associated genes in larvae

Our second aim was to test whether larval caste‐associated genes were shared between two eusocial lineages, through comparing the *B*. *terrestris* data set from the current study with two published *A*. *mellifera* data sets (Cameron et al., 2013; He et al., 2017). The toolkit genes hypothesis predicts a large overlap in the genes associated with eusociality between independent eusocial lineages. We found significant overlaps in caste‐associated genes between *B*. *terrestris* and *A*. *mellifera*; however, the degree of overlap was low as the majority of comparisons were not significant, and the significant comparisons involved low numbers and proportions of genes (% range: 0.68%–22.22% of the genes in a given *B*. *terrestris* phenotype; Figures 5a–g; Table S8). Five of seven significant overlaps involved the mid‐instar larvae in *B*. *terrestris*, i.e., the developmental stage immediately following the queen‐dependent period. Similar results were obtained when the gene lists were generated using a common bioinformatic pipeline (HSAT2/HTSeq) applied across all three data sets (Figure S14; Table S8).

While *Bombus* and *Apis* differ in their degree of eusociality, comparisons of caste‐associated genes between them are potentially confounded by queen‐worker differences in traits not connected to caste evolution per se (e.g., diapause, which only *B*. *terrestris* queens undergo). However, we found that: (a) Diapause‐associated genes were not significantly over‐represented among the lists of caste‐associated genes in *B*. *terrestris* (Table S17); and (b) removing diapause‐associated genes did not affect the outcome of comparative analyses, as all six overlaps between *B*. *terrestris* and *A*. *mellifera* gene lists from the shared HSAT2/HTSeq analysis remained significant when diapause genes were removed (Table S16). Therefore, although confounds from traits other than diapause cannot be eliminated, our results potentially highlight genes involved in the evolution of different degrees of eusociality in bees.

As discussed above, some of the genes that overlapped between the two species (e.g., *Hexamerin*, *Kr*‐*h1*, and *CYP303a1* (XM_003396659.3); Table S15) are already considered potentially important candidates for involvement in caste determination and/or differentiation. Queen‐destined *A*. *mellifera* larvae maintain higher overall levels of JH than worker‐destined larvae (Wirtze, 1973) and, as in *B*. *terrestris*, topical application of JH to worker‐destined larvae causes them to have queen‐like characteristics as adults (Wirtze & Beetsma, 1972). Therefore, shared caste associations of these genes in both bee species could reflect an ancestral role of JH signalling in caste evolution. Previous studies in eusocial Hymenoptera have found, as in the current comparison of *Bombus* and *Apis*, significant but low overlaps between caste‐associated genes in related eusocial lineages (Berens et al., 2015; Feldmeyer et al., 2014; Ferreira et al., 2013; Morandin et al., 2015; Toth et al., 2010; Woodard et al., 2014). A possible reason for such findings is that gene pathways and gene functions show convergent evolution between lineages even when the actual genes themselves are not conserved, which would represent a modified version of the toolkit concept (Berens et al., 2015). Nonetheless, in the current study, most caste‐associated genes across the two lineages were nonoverlapping, indicating substantial divergence in the caste‐associated genes between *Bombus* and *Apis* since their last common eusocial ancestor (cf. Linksvayer & Johnson, 2019). Together with the results of our novel genes analysis, these results support the conclusion that caste evolution within bees involves both shared toolkit genes and novel genes, in agreement with other recent studies (Kapheim, 2016; Warner et al., 2019). However, our overall understanding of the molecular basis of polyphenisms and the evolution of advanced eusociality would benefit from characterising gene expression differences across sensitive periods of caste determination in a range of additional eusocial taxa spanning different levels of eusociality.

## AUTHOR CONTRIBUTIONS

D.H.C., T.D., and A.F.G.B. designed the research. D.H.C., M.L., M.S., and D.C.P. performed research. D.H.C., A.W., D.C.P., and I.M. analysed data. D.H.C. and A.F.G.B. wrote the manuscript. All authors provided comments on the manuscript.

## Supporting information

Supplementary information including Figure S1‐S6, S9‐S14

Figure S7

Figure S8

Table S1‐S9, S11‐S18

Table S10

## Data Availability

The raw mRNA‐seq read data are available in the National Centre for Biotechnology Information (NCBI) gene expression omnibus (GEO; accession number: GSE90751; Collins et al., 2016). The scripts used in the analyses are available at https://github.com/dhcollins500/Collins‐et‐al_BB‐M001482‐1_obj1 and https://github.com/sRNAworkbenchuea/UEA_sRNA_Workbench.

# Supplementary material for: Gene expression during larval caste determination and differentiation in intermediately eusocial bumblebees, and a comparative analysis with advanced eusocial honeybees
**Source:** Mol Ecol. 2021 Jan 7;30(3):718–35. doi: 10.1111/mec.15752
**Supplement:** Supplementary file 1 — Supplementary information including Figure S1‐S6, S9‐S14

# Supplemental Information for:

# Gene expression during larval caste differentiation in intermediately eusocial bumblebees, and a comparative analysis with advanced eusocial honeybees

David H. Collins, Anders Wirén, Marjorie Labédan, Michael Smith, David C. Prince, Irina Mohorianu, Tamas Dalmay, and Andrew F. G. Bourke

**Table of Contents:**

# Supplemental Methods

## Caste-associated genes in *Bombus terrestris* larvae

*Sample collection*

We obtained *Bombus terrestris audax* colonies, consisting of a queen, workers and brood, from Biobest Belgium NV (Westerlo, Belgium) and Biobest UK Ltd (Ashford, UK). On receipt, we transferred the colonies into individual wooden nest-boxes with internal dimensions, 17 cm × 27.5 cm × 16 cm high, and counted the number of workers in each colony. We maintained the colonies in constant darkness at 28°C and 60% humidity, and conducted all manipulations under red light. We supplied the colonies ad libitum with sugar solution ('Biogluc', Biobest Belgium NV/Biobest UK Ltd) and freeze-dried pollen (Koppert UK Ltd, Haverhill, UK). We monitored the colonies daily to identify the sex and caste of newly-eclosed bees (i.e. those newly transformed from pupa to adult) and took daily photographs to identify where in the nest new eggs were being laid.

In growing *B. terrestris* colonies (i.e. colonies that have not yet produced sexuals), diploid larvae develop into workers (Cnaani, Borst, Huang, Robinson, & Hefetz, 1997). However, if in such colonies the queen is removed, female larvae younger than the age of the queen-dependent period will be induced to develop into queens (see main text, introduction). Hence, as in Pereboom et al. (2005) and Collins et al. (2017), we used queen removal to experimentally produce queen-destined larvae. In other colonies, we retained colony queens to produce worker-destined larvae. Thereafter, our strategy for sampling female larvae of known caste fate (i.e. known to be on a given caste-specific developmental pathway) was to monitor individual egg clusters in the colonies and periodically sample a proportion of larvae from them while allowing the remaining ones to develop into late-instar larvae or adults, at which point we verified their caste phenotypically (from larval size or adult size and morphology). To ensure that all sampled larvae were female, we only used colonies that had not yet passed their ‘switch point’ i.e. the point at which queens switch from producing diploid, female eggs to producing some haploid, male eggs (Duchateau & Velthuis, 1988). This was achieved by sampling only from colonies younger than two weeks since first worker eclosion, the date of which was inferred by the size of the colonies on receipt.

*B. terrestris* larvae develop through four larval instars (Alford, 1975). In sampling female larvae, we removed approximately 50% of female larvae as first and second instar larvae (henceforth 'early-instar larvae' – representing the larval stage before the queen-dependent period), 10% as third instar larvae (henceforth 'mid-instar larvae' – representing the larval stage after the queen-dependent period but before the nutrition-sensitive period), and 10% as fourth instar larvae (henceforth 'late-instar larvae' – representing the larval stage when larvae have passed both sensitive periods and larval caste fate becomes distinguishable based on size and head width). We allowed the final 30% of female larvae to develop into adult females. In colonies generating samples of queen-destined larvae, we positively identified unsampled larvae as queen-destined once they had reached the fourth instar (as fourth-instar queen-destined larvae are 2-4 times the mass of fourth-instar worker or male larvae (Cnaani et al., 1997; Ribeiro, 1994)). In colonies generating samples of worker-destined larvae, we positively identified unsampled larvae as worker-destined once they had eclosed, since, as adults, workers differ from queens by being smaller and from males by their possession of pollen baskets and a sting. In addition, to check the instar and caste fate of sampled larvae, we measured the head width and mass of each one collected. Using this strategy, we collected known early-instar queen-destined larvae (EQ), early-instar worker-destined larvae (EW), mid-instar queen-destined larvae (MQ), mid-instar worker-destined larvae (MW), late-instar queen-destined larvae (LQ), and late-instar worker-destined larvae (LW) (Figure S3). All samples were generated in two cohorts, with cohort 1 providing RNA for mRNA-seq analysis and cohort 2 providing RNA for quantitative real-time PCR (qRT-PCR) analysis.

*(a) Cohort 1: female larval samples for mRNA-seq*

We obtained 25 *B. t. audax* colonies on 30 October 2014 from BioBest Belgium NV. We did not sample from four colonies that produced more than 50 workers within the first week of observation (and were therefore likely to be close to their switch point), six colonies that had already produced adult males, and one colony in which the queen failed to produce any eggs in the week following arrival. This left 14 colonies from which female larvae could potentially be sampled.

To generate samples of queen-destined larvae as described above, we removed the colony queen from eight of these 14 colonies. We monitored 155 putatively queen-destined larvae in four of these eight colonies (Table S1). The other four colonies from which the colony queen was removed failed to produce any queen-destined larvae. Of the 155 putatively queen-destined larvae, we sampled 125 larvae (as EQ, MQ and LQ) and observed that, of 72 larvae unsampled as MQ larvae, 71 developed into LQ (of which 42 were sampled as such) and one developed into an adult worker (Table S1). As the proportion of larvae found to develop into queens was high (1/72, or 98.6%), we identified the sampled larvae as queen-destined larvae. Overall, we sampled 63 EQ from three colonies, 20 MQ from four colonies, and 42 LQ from four colonies (Table S1). To generate samples of worker-destined larvae, we used the six colonies from which the colony queen was not removed (queenright colonies). We monitored 233 worker-destined larvae in three of these colonies (Table S1). The other three queenright colonies produced a mix of workers and males and were therefore not used for sampling. Of the 233 worker-destined larvae, we sampled 170 (as EW, MW, LW) and observed that, of 63 unsampled late-instar larvae, 63 developed into adult workers. As the proportion of larvae found to develop into workers was 100%, we identified the sampled larvae as worker-destined larvae. Overall, we sampled 104 EW from three colonies, 33 MW from three colonies, and 33 LW from three colonies (Table S1).

As confirmation of the inferred caste pathways of sampled larvae, the measured head widths and masses of the putatively queen-destined and worker-destined larvae in each instar were found to be consistent with those previously observed for these larval phenotypes (Table S2; Cnaani et al, 1997; Collins et al, 2017). Using these measurements, we pooled larvae according to their colony, instar, and inferred caste (Table S1). We then homogenised the larvae using liquid nitrogen and a mortar and pestle to grind them into a fine powder. We mixed the powder with an appropriate volume (1.5 ml for every 100 mg of tissue) of tri-reagent (Sigma-Aldrich, Gillingham, Dorset, UK). The tri-reagent-larval pools were stored at -80°C prior to mRNA extraction. Because pools of larvae were always taken from the same colony, each individual sample (library) represented several larvae (range, 4-41, Table S1) from a single colony, caste, and larval instar.

Following these procedures, we produced 20 samples for mRNA-seq from four queenless and three queenright colonies, representing 3-4 biological replicates per phenotype (Table S1). These consisted of three EQ samples (EQ1-EQ3), three EW samples (EW1-EW3), four MQ samples (MQ1-MQ4), three MW samples (MW1-MW3), four LQ samples (LQ1-LQ4), and three LW samples (LW1-LW3).

*(b) Cohort 2: female larval samples for qRT-PCR*

We obtained eight *B. t. audax* colonies on 20 April 2016 from Biobest UK Ltd. Following the methods to generate female larvae of known caste fate described above, we removed the colony queen from five of the colonies and monitored 228 putatively queen-destined larvae. Of these, 149 unsampled as MQ larvae developed into LQ (of which 21 were sampled as such). As the proportion of unsampled larvae that developed into LQ was high (149/149, or 100%), we identified the sampled larvae as queen-destined larvae (Table S1). Overall, we collected 54 EQ from three colonies, 25 MQ from two colonies, and 21 LQ from five colonies (Table S1), leaving the remaining 128 LQ to develop into adult queens. In the remaining three colonies we left the colony queens in the nests, and monitored 210 putatively worker-destined larvae. Of these, we sampled 78 (as EW, MW, LW) and observed that, of 132 unsampled late-instar larvae, 129 developed into adult workers and three into adult queens. As the proportion of larvae found to develop into workers was high (129/132, or 97.7%), we identified the sampled larvae as worker-destined larvae. We collected 27 EW, 24 MW, and 27 LW from two colonies (Table S1).

The measured head widths and masses of the putatively queen-destined and worker-destined larvae in each instar were consistent with those previously observed for these larval phenotypes (Table S2; Cnaani et al., 1997; Collins et al., 2017). All collected larvae were snap frozen with liquid nitrogen and then homogenised using a chilled ceramic mortar and pestle. Frozen larvae were stored singly at -80°C.

*RNA extraction*

For cohort 1, we extracted total RNA from the 20 pools of larvae stored in tri-reagent following the manufacturer’s instructions. For cohort 2, we randomly selected six larvae of each phenotype for total RNA extraction (36 larvae in total). For both cohorts, we measured the amount of tissue from each stored larva and then suspended the larvae in tri-reagent at a concentration of 100 mg tissue per 1.5ml TRIzol, breaking up clumps of tissue by gently pipetting the entire suspension until the clumps were dispersed. Hence tissue suspensions from larger larvae (e.g. mid- and late-instar larvae) contained fewer individuals than tissue suspensions from smaller larvae (early-instar larvae), which required more individuals to make up the same amount of suspension. To make each library, we removed an aliquot of 1.5 ml from each suspension (therefore ensuring an equal amount of tissue was prepared for each library) and then centrifuged the samples at 10,000 RCF for ten minutes at 4°C. We then removed samples to a fresh Eppendorf tube and left them at room temperature for five minutes. We added 300 µl of chloroform to each tube and left them at room temperature for a further three minutes. We centrifuged each sample at 10,000 RCF for 15 minutes at 4°C, and removed the top phase of each suspension to the spin columns in the Direct-zolTM RNA extraction kit (Zymo Research, Irvine, CA, USA). We followed the Direct-zolTM kit instructions (including a 15 minute on-column DNase treatment), and eluted the final volume twice with the same 20 µl volume of DNase/RNase-free water. We also carried out an additional DNase treatment using the TurboTM DNA-free kit (Thermo Fisher Scientific, Loughborough, UK) according to the manufacturer's protocol.

For both cohorts we quantified the amount of RNA using a Nanodrop 8000 spectrophotometer (ThermoFisher Scientific). We tested that the RNA was not degraded by separating it on a 1.2% agarose gel and confirming the presence of a single band representing the two ribosomal subunits (Winnebeck, Millar, & Warman, 2010). All RNA used for mRNA-seq and qRT-PCR was found to be pure enough for both procedures (260/280 ratio > 1.7), and there was no evidence of RNA degradation. A 2 µg aliquot of RNA from each totalRNA sample was then sent to the Earlham Institute (Norwich, UK), who used equal amounts of RNA to prepare each sample into 20 Illumina Truseq RNA libraries (each containing equal amounts of cDNA) and then sequenced them on five lanes (four randomly selected samples per lane) using 50 bp single-end sequencing on an Illumina HiSeq2500 in high-output mode.

*Bioinformatic analysis: quality control and filtering of reads*

The mRNA- seq returned 893 million reads across all libraries (22-67 million reads per library; Table S9). We carried out an initial quality control of the raw data using the software tool FastQC (Andrews, 2010) to assess sequence reads per sample, mean quality score per base call, GC content, sequence duplication level and presence of overrepresented sequences. We removed all reads containing uncalled bases (bases that could not be assigned to a specific nucleotide), which represented less than 0.1% of all the sequenced reads. We also removed all reads that contained the first 8nt of the Illumina TruSeq Indexed Adapter or the Illumina RNA 3’ Adapter (RA3), and we removed all reads with low sequence complexity (>70% single nucleotide motif or >50% dinucleotide repeat). We observed that there were substantially fewer reads in MQ3 (22,098,444) and LQ3 (27,111,079) compared to the mean number of reads across all libraries (44,665,192; Table S9). As these libraries were prepared with the same amount of input material as the other libraries, and as the samples were equilibrated before being run on the HiSeq2500, we inferred that the low read counts could have been evidence of RNA degradation. We therefore excluded these libraries from further analysis.

After the above quality filtering steps, we calculated the number of non-redundant reads (unique sequences) in each library and calculated the corresponding sample complexities as the number of non-redundant reads as a proportion of the redundant reads (total number of reads) in each library (Table S9; Mohorianu et al., 2011). Across all libraries, 182,303,895 of reads were non-redundant reads, corresponding to (30.2%) of the total number of reads. The mean sample complexity of all quality-filtered reads across all samples was 0.3 (range, 0.23-0.38) after the removal of the low complexity sequences. As sample complexities of all included libraries were similar, libraries were deemed comparable with one another for differential expression analysis (Mohorianu et al., 2017a).

*Bioinformatic analysis: alignment of mRNA-seq reads to the genome*

We aligned quality-filtered reads to reference sequences of annotated features (mRNA, cDNA, coding sequences, exons, genes, non-coding RNA and tRNA) of the *B. terrestris* genome, using PatMaN (Prufer et al., 2008). These reference sequences were derived from the *B. terrestris* reference genome v.1 (Sadd et al., 2015) using the *B. terrestris* genome annotation (GCF_000214255.1_Bter_1.0_genomic.gff downloaded from https://www.ncbi.nlm.nih.gov/genome/?term=txid30195[orgn] on 2015-11-06). Aligning to the reference sequences allowed us to align reads to all previously annotated genes that matched reads in the mRNA-seq libraries. To allow discovery of previously unannotated features (e.g. genes), we also aligned all reads to the full-length *B. terrestris* genome itself. All alignments were performed allowing up to one mismatch between read and reference. The read counts and percentages mapping to each annotation class are summarised in Table S9. We compared the results of the analysis using zero or one mismatchs, and found that allowing one mismatch increased the proportion of reads that aligned to the genome (a mean of 29,604,717 per library for zero mismatches, compared to 33,840,657 if one mismatch was allowed; Table S9). Because of this, and the fact that the genome was sequenced from *B. terrestris terrestris* while the current study used material from *B. t. audax*, we continued the rest of the analysis allowing one mismatch between reads and the reference genome. PatMaN was selected for these alignments because: 1) it is specialised for aligning short reads (<50 bp); 2) it aligns some transcripts missed by other aligners because, unlike other tools, PatMaN does not require an exact match to its ‘seed sequence’ in order to align reads (the seed sequence being a set number of nucleotides in a target read that the aligner compares against a reference sequence, such that if this matches then the aligner compares the next group of nucleotides between the target and reference sequence, and so on until there is a mismatch, or until the whole target is aligned); and 3), unlike other tools, PatMaN efficiently reports reads that align to multiple regions of the genome. PatMaN cannot map reads across introns, and is therefore unable to align reads to unannotated genes that contain multiple exons. Therefore, to account for the presence of unannotated multi-exon transcripts, we assessed the proximity of unannotated transcripts to other annotated and unannotated transcripts (see ‘*Unannotated and Novel genes*’ section below). The read counts and percentages mapping to each annotation class are summarised in Table S9. The annotation class with highest percentage of reads mapping to it was 'gene', and this class was therefore selected as the basis for differential gene expression analysis. Following alignment, we found that 2.5% of reads across all libraries mapped to more than one location on the genome (Table S9). In accordance with best practice (Conesa et al., 2016), we included these reads in the differential expression analysis.

*Bioinformatic analysis: normalisation, unannotated transcript discovery and length correction*

We normalised the quality-filtered sequence reads using the subsampling method (Mohorianu et al., 2017a). This method randomly resamples each FASTA file to a fixed total number of reads corresponding to the library that contains the fewest reads. In the present case, after removal of MQ3 and LQ3, this library was LW1 (33,411,142 reads). Following this step, we employed the methods used above to realign the remaining reads to the genome and to the gene annotation class. The percentages of reads mapping to the genome and to genes did not change substantially as a result of the subsampling procedure (data not shown).

We assembled the sequence reads that matched the reference genome but not any annotated features into contigs (termed 'unannotated transcripts') by joining reads with overlapping positions on the reference genome sequence. We then used PatMaN to align sequence reads to the contigs to estimate the read counts for unannotated transcripts. We combined sample read count files for both types of feature (annotated genes and unannotated transcripts) into expression matrices. We filtered the expression matrices of both types of feature and removed all short transcripts, i.e. transcripts with an average length shorter than 200 base pairs. We thereby removed most small non-coding RNAs (sRNAs) but retained long non-coding RNAs (lncRNAs). We also removed transcripts with low gene expression, i.e. transcripts with a mean abundance (read count) less than 20 and/or transcripts with a zero abundance in more than one out of three samples in the same caste pathway from the same instar. After filtering out these transcripts, the final datasets (one for each larval phenotype) included 10,005 annotated genes and 4,812 unannotated transcripts (i.e. 14,817 features in total).

We then concatenated the files containing all of the remaining genome-matched features (including previously annotated genes and unannotated transcripts) into one matrix containing data for all instars, and adjusted the read counts for each gene in each sample to account for differences in length between transcripts by multiplying each value by a correction factor calculated as 1000/length of the gene transcript in base pairs. We then normalised the data using quantile normalisation (Bolstad, Irizarry, Astrand, & Speed, 2003).To test the outcome of the normalisation we compared the similarity of individual libraries using pairwise Jaccard indices, i.e. similarity coefficients (Beckers et al., 2017; Mohorianu et al., 2017a), as well as a multi-dimensional scaling plot (MDS; (Torgerson, 1952)), which visualised the clustering of libraries based on Manhattan distance between libraries (Figure S5). We visually inspected the output of the Jaccard index and MDS analyses to determine if biological replicates were clustering more closely to each other than to other libraries. Due to lower Jaccard similarity to, and (in the MDS plots) poor clustering with, the other replicate samples from the same caste and larval instar, we excluded MW1 from raw data matrices, and these matrices were then length corrected and quantile normalised as above with MW1 excluded. We then retested the outcome of normalisation with a second MDS that showed greater similarity between replicates on co-ordinate 1 of the MDS (Figure S4). To further assess the quality of the normalisation, determining whether libraries representing gene expression were comparable between different replicates and phenotypes, we constructed and visually inspected boxplots, scatterplots and MA-plots (Figures S6, S7, S8). Since the boxplots representing the distribution of gene expression values in each sample were very similar between samples (the expected outcome of quantile normalisation), and the pairwise scatter- and MA-plots showed the symmetrical funnel-shape expected from sample pairs with no major systematic differences in expression patterns (particularly between replicate samples), we considered the data sufficiently normalised to continue differential gene expression analysis (see main text, methods: ‘Differential gene expression between caste phenotypes’). We refer to the overall method used for aligning reads and calculating differential gene expression as the ‘PatMan/confidence-interval pipeline’ to contrast it with other pipelines for isolating differentially expressed genes (DEGs). A previous study using similar methods to those described here found a high degree of validation (78%) between mRNA-seq data that were analysed using the PatMan/confidence-interval pipeline and qRT-PCR data (Mohorianu et al., 2017b).

*Bioinformatic analysis: comparison between the PatMan/confidence-interval pipeline and Kallisto and HISAT2/HTSeq pipelines*

To confirm that the PatMan/confidence-interval pipeline used in the current study produced results comparable with those from analysis pipelines used in similar mRNA-seq studies, we analysed our mRNA-seq data using two alternative pipelines. The two pipelines selected for comparison were chosen because they use software found to perform well in a recent comparison ([Sahraeian et al. 2017](https://paperpile.com/c/P8VeBX/Stkc)). In addition, each has recently been used in mRNA-seq studies in *B. terrestris* (Bebane et al., 2019; Colgan et al., 2019a; Colgan, Carolan, Sumner, S, Blaxter & Brown, 2019b). The pipelines selected were: 1) pseudoalignment of reads to the *B. terrestris* transcriptome (Bombus_terrestris.Bter_1.0.cdna.all.fa) with Kallisto v0.46.1 (Bray, Pimentel, Melsted, & Pachter, 2016), with estimated transcript counts being summarised per gene with tximport v1.16.1 (Soneson, Love, & Robinson, 2016), followed by differential gene expression analysis with DESeq2 v1.28.1 (Love, Huber, & Anders, 2014) using an FDR adjusted *p-*value threshold of 0.05; and 2) splice-aware alignment of reads to the *B. terrestris* genome (Bombus_terrestris.Bter_1.0.dna.toplevel.fa) with HISAT2 v2.1.0 (Kim, Langmead, & Salzberg, 2015), extraction of gene-level read counts using HTSeq-count v0.11.2 (Anders, Pyl, & Huber, 2014) with Python v3.7 (Van Rossum & Drake, 2009), and differential gene expression analysis with DESeq2 using the same parameters as for the Kallisto pipeline. Both pipelines were implemented in R v4.0.1 (R Core Team 2020).

We used the Kallisto and HISAT2/HTSeq pipelines to analyse the same mRNA-seq libraries as those analysed in the PatMan/confidence-interval pipeline (i.e. libraries MQ3, LQ3, and MW1 were not included in the analysis) and focussed on annotated genes, as Kallisto is not able to discover unannotated genes. The pseudoalignment of reads with Kallisto and splice-aware alignment of reads with HISAT2 were summarised using MultiQC v1.9 (Ewels, Magnusson, Lundin, & Käller, 2016) with Python v3.7. Boxplots of the normalised count data and principal component analysis from DESeq2 were produced for each pipeline to check normalisation and library clustering respectively (data not shown). The annotated *B. terrestris* DEGs determined by the Kallisto and HISAT2/HTSeq pipelines were then compared (by matching the mapped transcript in each case by its NCBI gene symbol) and custom R scripts were used to determine the level of overlap with: 1) the annotated *B. terrestris* DEGs from the PatMan/confidence-interval pipeline (Figure S9); and 2) the annotated *B. terrestris* HDEGs from the PatMan/confidence-interval pipeline (Figure S10). All scripts necessary to recreate the analysis are available at <https://github.com/dhcollins500/Collins-et-al_BB-M001482-1_obj1>, supplementary file 4.

These analyses showed that the level of overlap between results from the PatMan/confidence-interval pipeline and the two comparison pipelines was high. On average, across phenotypes, 80.8% of genes identified as DEGs using Kallisto and 84.9% of genes identified as DEGs using HISAT2/HTSeq were identified as DEGs using the PatMan/confidence-interval pipeline (Table S3). In addition, the PatMan/confidence-interval pipeline identified many more DEGs than the other pipelines, as an average of 25.7% and 22.6% of the genes identified as DEGs in the PatMan/confidence-interval pipeline were identified as DEGs using Kallisto and HISAT2/HTSeq, respectively (Table S3). For HDEGS, an average of 2.3% of genes identified as DEGs by Kallisto and an average of 2.6% of genes identified as DEGs by HISAT2/HTSeq were identified as HDEGs in the PatMan/confidence-interval pipeline, and an average of 80.4% and 80.6% of genes that were identified as HDEGs in the PatMan/confidence-interval pipeline were identified as DEGs by Kallisto and HISAT2/HTSeq, respectively (Table S3). These proportions compared well with the overlap in DEGs between the two alternative pipelines, as Kallisto identified an average of 90.9% of the genes classified as DEGs in HISAT2/HTSeq, and HISAT2/HTSeq identified an average of 68.5% of the genes identified as DEGs in Kallisto (Table S3). The focus of the analyses in the current study on HDEGs (on the assumption that genes with stronger differences are likely to be more important for caste determination and/or differentiation) protected the conclusions against the possibility that some of the DEGs predicted by the PatMan/confidence-interval pipeline were false positives (given that this pipeline predicted many more DEGs than the alternative pipelines), as did the fact that a high proportion of the HDEGs were predicted by the two alternative pipelines.

The use of different pipelines did not affect the main conclusions of the study as all HDEGs classed as genes of interest (and therefore identified as the genes most likely to affect caste determination and/or differentiation) after being predicted using the PatMaN/confidence-interval pipeline were also called as differentially expressed by the other two pipelines. Furthermore, the conclusion that caste-associated differences in gene expression are low in early-instar larvae, and higher in mid- and late-instar larvae was not affected by the pipeline used, i.e. for all three pipelines there were few or no differences (depending on whether DEGs or HDEGs were considered) in gene expression between caste pathways in the early-instar larvae, whereas in mid- and late-instar larvae the differences were much greater (Table S3).

We used the R package ‘pheatmap’ to produce a heatmap of the 50 most strongly differentially expressed genes from the PatMan/confidence-interval pipeline. These were then clustered to produce a dendrogram of the most closely related gene clusters using the ‘cluster_rows’ argument in the pheatmap function associated with the pheatmap package. All R scripts and accompanying files for these analyses are available at https://github.com/dhcollins500/Collins-et-al_BB-M001482-1_obj1.

*Unannotated and novel genes*

We isolated unannotated transcripts from the list of HDEGS (before accounting for multiple unannotated exons) from each caste and instar. To assess whether these unannotated transcripts either 1) were unannotated exons of previously annotated genes, or 2) represented the exons of larger unannotated transcripts, we estimated inter-exon distances of previously annotated genes in our dataset using the *B. terrestris* genome annotation (GCF_000214255.1_Bter_1.0_genomic.gff downloaded from https://www.ncbi.nlm.nih.gov/genome/?term=txid30195[orgn] on 2015-11-06; (Sadd et al., 2015)). This was to allow us to account for the fact that PatMaN does not map transcripts across introns. We used the information from all 20 libraries (including those excluded for differential expression analysis) to isolate all quality-filtered (but not sub-sampled for normalisation) reads aligning to previously annotated genes (in total 535,251,193 reads from 20 libraries) to generate read counts for each nucleotide position within the reference sequence of each gene. The length of stretches of zero count nucleotides within genes (i.e. introns) were recorded and the median, 5th, and 95th percentile of distances between stretches of zero count nucleotides were computed across 11,134 genes. The 95th percentile, 810 bp, was used as a cut-off below which transcripts were treated as part of the transcript/gene next to it, if they were differentially expressed in the same direction as this transcript with an OFC equal to or greater than 1. Therefore, we identified each highly significantly differentially expressed unannotated transcript as: 1) an unannotated exon of an annotated gene if it was within 810 bp of a neighbouring annotated gene and was differentially expressed in the same direction; 2) part of a larger unannotated multi-exon transcript if it was within 810 bp of one or more neighbouring unannotated genes that was differentially expressed in the same direction; 3) a single-exon transcript if it was not within 810 bp of any other transcripts. Following this analysis, we removed the feature NC_015772.1_16036258_16037622 from the list of HDEGs in MQ (reducing the number of HDEGs in MQ from 58 to 57) from further analysis because it was within 810 bp of estradiol 17-beta-dehydrogenase 11. (LOC100652203). We also combined six features into three unannotated multi-exon transcripts in MQ and four features into two multi-exon transcripts in MW, so reducing the total numbers of HDEGs in these phenotypes to 54 and 92, respectively (Table S10). By combining these results with the official *B. terrestris* annotations (Sadd et al, 2015), we were able to isolate and map all annotated and unannotated exons for all HDEGs. Therefore, the final list of HDEGs (after accounting for multiple exons) was 200.

We tested the coding-potential of each novel gene using the Coding Potential Assessment Tool (CPAT) (Wang et al., 2013) application within Blast2GO v4.1.9 (Conesa et al., 2005). This tool produces a binary output that we used to classify each of the novel genes as either ‘protein-coding’ or ‘non-coding RNA’. As there were no HDEGs in the early-instar larvae, we excluded EQ and EW from this analysis. Using these criteria, we were able to classify each HDEG into one of the four annotation classes described in the main text (section, ‘*Unannotated and novel genes*’).

*Gene Ontology (GO) enrichment analysis*

We used a reciprocal best-hit (RBH) protein BLAST search between *B. terrestris* (from the annotated list of proteins available at https://www.ncbi.nlm.nih.gov/assembly/GCF_000214255.1/) and a *Drosophila melanogaster* list of proteins (v6) (Hoskins et al., 2015) to produce a list of orthologs (including single- and multi-gene orthologs) between the two species (Table S4; Bork et al., 1998; Tatusov, Koonin, & Lipman, 1997). We downloaded the protein sequences for *B. terrestris* and *D. melanogaster* in FASTA format and used these to create BLAST databases in CyVerse (Merchant et al., 2016) using the 'Create BLAST database' app and default settings. We identified the orthologs between the two species by BLASTing each file against the other using the BLASTp 2.2.29+ app in CyVerse and default settings. We determined the RBH for each protein sequence (scripts available at https://github.com/dhcollins500/Collins-et-al_BB-M001482-1_obj1). We then used a *B. terrestris* annotation file and the *D. melanogaster* genome-wide annotation package for R (Carlson M. org.Dm.eg.db.v3.7.0 ) to identify the genes corresponding to the proteins and produce a list of orthologs between the two species (Table S4).

Using GOrilla software (Eden, Navon, Steinfeld, Lipson, & Yakhini, 2009), we conducted a GO term enrichment analyses, removing redundant terms using Revigo (Supek, Bosnjak, Skunca, & Smuc, 2011). Due to the large number of GO terms, we restricted our analysis to the ‘Biological Function’ ontology. We isolated the *D. melanogaster* orthologs of the *B. terrestris* DEGs in each phenotype (DEOs). We did not conduct GO analyses using the HDEGS as the number of *D. melanogaster* orthologs of HDEGs were too low for an informative GO analysis, ie. Zero HDEGs in EQ, and EW phenotypes, and 19, 11, 6, and 1 HDEG for the MQ, MW, LQ, and LW phenotypes respectively.

We used GOrilla to compare the *D. melanogaster* orthologs in the DEG list for each phenotype (the target set) against the unique *D. melanogaster* genes in the orthologs list (the background set; Table S13), using a p-value threshold of 10^-3^. Therefore each list of DEGs from each phenotype was compared to all of the *B. terrestris* orthologs in *D. melanogaster*. We then identified the GO terms that were significantly enriched in each phenotype.

Selection of genes of interest for qRT-PCR

The selected genes of interest that were HDEGs (Figure 4) fell within five categories (note that these differ from the five selection criteria), based on the mRNA-seq data: 1) HDEGs that were the most highly differentially expressed in each phenotype: in MQ, Pancreatic lipase-related protein 2-like (Plrp2-like), in MW, P17/29C-like, in LQ, Plrp2-like (the same gene being the most highly differentially expressed gene in both LQ and MQ), in LW, uncharacterised protein (XM_003399878.3); 2) genes associated with JH signalling: Hexamerin (XM_003401733.3), Krüppel homolog-1 (*Kr-h1*; NM_001280921.1), and Takeout (XM_003397243.2), which were all upregulated in MQ; 3) genes associated with caste differentiation in *A. mellifera* : Chymotrypsin-2-like (XM_012309549.1, upregulated in LQ), and Yellow (XM_003399634.3, upregulated in MW); 4) genes in the Cytochrome P450 (CYP) gene family, which were mostly associated with queen-destined larvae (among HDEGs, 4/54 and 5/40 CYP family genes were upregulated in LQ and MQ, respectively), with examples including: CYP6A1 (XM_012315471.2, upregulated in LQ), CYP6k1 (XM_012314831.2, upregulated in LQ), and CYP305a1 (XM_003396620.3, upregulated in MQ); some CYP HDEGs were also upregulated in MW (4/92 genes in total), e.g. another version of CYP6k1 (XM_012314843.2); and 5) Nose resistant to fluoxetine proteins (Nrf), which were upregulated in queen-destined but not worker-destined larvae and represented in 5/40 and 6/54 HDEGs in LQ and MQ respectively, with HDEGs upregulated in both MQ and LQ including Nrf-6 (XM_012321236.2) and Nrf-like (XM_012319905.2).

*Primer design and qRT-PCR*

We designed primers for the 16 target genes and four candidate reference genes using the NCBI primer BLAST (https://www.ncbi.nlm.nih.gov/tools/primer-blast/) according to specifications in Thornton and Basu (2011) and Bustin et al. (2009). For primers of four additional reference genes, we used published sequences (Table S6). To ensure that the primers we designed would not form dimers, we used the Oligo Analysis function on the Beacon primer design website (http://www.premierbiosoft.com/qOligo/Oligo.jsp?PID=1). We then used the UNAfold function on the IDT website (https://www.idtdna.com/UNAFold) to select only primer pairs that did not produce amplicons that formed stable secondary structures at an annealing temperature of 60°C. We designed between three and seven primer pairs for each of the 16 target genes (plus one gene that was later excluded as we could not design adequate primers for it) and four (of the total of eight) candidate reference genes.

We synthesised cDNA from 36 RNA samples generated from individual larval samples (see main text, methods: ‘Sample collection’) using the nanoScript 2 RT kit (Primer Design), with 2 µg of RNA per reaction. We ran qRT-PCR reactions in 20 μL reactions containing 5 μL of the diluted cDNA or no-RT control (where transcriptase had not been added to RNA during the cDNA synthesis step), 0.5 μM of each primer (Table S6), and PrecisionPLUS MasterMix with low ROX and premixed SYBRgreen (Primer Design). We ran each reaction on a 96-well PCR plate (Thermo Scientific) using the ABI 7500 Real Time qPCR system (ABI), and set up the following thermocycle: 3 min at 95°C, then 40 cycles of i) 30 s at 95°C, ii) 30 s at 62°C, and iii) 30 s at 72°C, followed by melt curve analysis (65–95°C at 0.5°C increments, 5 s for each). We ran an initial reaction to test the specificity of each primer pair, retaining only primer pairs that had high specificity to a given target gene and discarding one gene for which we were unable to design specific primer pairs (Nrf6-like, LOC100645518). For each shortlisted primer pair we used a 1 in 5 serial dilution of the cDNA (repeated five times) to calculate the efficiency of the primers using standard curves and selected the primer pair that had the highest efficiency rating for each gene (ranging from 73.3-104.3%; Table S6). We then ran qRT-PCR reactions using the selected primer pair for each target and reference gene in each of the six phenotypes (EW, MW, LW, EQ, MQ, LQ) using six biological replicates per phenotype, where each replicate for all six phenotypes consisted of RNA extracted from a single larva (labelled q1-6 for each phenotype, e.g. second LW larva = LW.q2; Table S1). Each reaction was run alongside its corresponding no RT control to ensure that no genomic DNA was carried over from the RNA extraction and DNase treatment stages (therefore causing a gene to be amplified by qRT-PCR even in the absence of gene expression). In addition, for each primer pair we also ran no-template controls and no-reverse-transcription controls. As the number of reactions for each gene exceeded the number that could be run on a single plate, an interplate calibrator (IPC) was run on each plate. For each gene the IPC was selected as the cDNA sample that produced the lowest Cq value (threshold cycle) or second lowest if there was too little cDNA left after the first reaction to run a second time. This sample was then run on a second plate alongside the remaining samples. We ran each reaction in triplicate and discarded replicates that were more than one Cq value different from the other two technical replicates (98/900 reactions). If all three technical replicates were more than 1 Cq value apart from one another, the reactions were re-run until at least two reactions were within 1 Cq value of one another, with four reactions being re-run in triplicate a second time (and no reactions being re-run a third time). We calculated the cycle threshold for each reaction as the mean of the two or three technical replicates.

We used the IPC to normalise the Cq values for the same gene run on different plates (Hellemans, Mortier, De Paepe, Speleman, & Vandesompele, 2007). We did this by dividing the Cq value of the Target/Reference gene by the Cq value of the IPC that was run on its corresponding plate and multiplying the resulting value by the mean of the two IPC values. We analysed the normalised Cq values of the eight candidate reference genes and determined the appropriate number and most stable reference genes using geNorm (Vandesompele et al., 2002) and BestKeeper software (Michael W. Pfaffl, 2004). To conduct the geNorm analyses, we used the ReadqPCR and NormqPCR packages in R. We used the three most stable reference genes (see main text, methods: ‘Primer design and qRT-PCR’) to calculate the BestKeeper index for normalisation of the qRT-PCR data across all six phenotypes and biological replicates (Figure S11). We used equation 1 in Pfaffl (2001) to calculate the relative quantification for each gene. For each biological replicate we calculated the numerator of equation 1 in Pfaffl(2001) using 1) the calculated efficiency of the target gene, 2) the normalised Cq values of the target gene, and 3) the Cq value of the reference sample. We calculated the denominator of equation 1 in Pfaffl(2001) using 1) the arithmetic mean of the efficiency of the three selected reference genes, 2) the BestKeeper index for each sample, and 3) the BestKeeper index of the reference sample (arbitrarily selected to be EQ.q3). To calculate relative quantification we then log_2_-transformed the resulting values. For a given target gene we used Mann-Whitney U-tests to test for significant differences in relative quantification between queen and worker-destined larvae within each larval stage i.e. early-instar (EQ vs EW), mid-instar (MQ vs MW), and late-instar larvae (LQ vs LW). For each gene and each phenotypic comparison, we tested the hypothesis that the relatively quantified Cq values would show the same result as the mRNA-seq data with a binomial test. For this, we defined a match between the mRNA-seq and qRT-PCR results for a given gene and larval (developmental) stage as both methods showing significant differential expression in the same direction (DEGs with OFC >1 for mRNA-seq, p < 0.05 for qRT-PCR), or both showing no differential expression, and a mismatch as either of these not occurring. The binomial test then tested the null hypothesis that the proportion of matches was greater than 50%.

In addition, we calculated Pearson correlation coefficients between average read count for each phenotype in the mRNA-seq data and the average relative quantification value for each phenotype in the qRT-PCR data (n = 6 for each gene). This also showed a high degree of correlation for 11/16 of the genes of interest, indicating a high degree of congruence between the mRNAseq and qRT-PCR results (Figure S13). All R scripts and accompanying files for these analyses of the qRT-PCR data are available at https://github.com/dhcollins500/Collins-et-al_BB-M001482-1_obj1.

## Comparative analysis of caste-associated genes in larvae

Direct gene list comparative analysis

To identify the genes involved in caste determination in both *B. terrestris* and *Apis mellifera*, we conducted a RBH BLAST search (Bork et al., 1998; Tatusov et al., 1997) between the annotated list of proteins for *B. terrestris* (Sadd et al., 2015) and the *A. mellifera* genome (Elsik et al., 2014; Weaver et al., 2007) to produce a list of orthologs between the two species (Table S7) using the same procedure as for the RBH BLAST between *B. terrestris* and *D. melanogaster*.

*B. terrestris* larvae undergo four instars, and the most influential, queen-dependent period of caste determination occurs towards the end of the second instar (see main text, Introduction; and Figure S1). *A. mellifera* undergo five instars. Queen-destined larvae hatch in specialised queen cells and are fed royal jelly throughout development, and worker-destined larvae hatch in worker cells and are fed worker jelly throughout development (Haydak, 1970), with caste-specific characteristics appearing in larvae 40-48 hours (during their second larval instar) after hatching (Winston, 1987). This period of caste determination corresponds to a spike in JH in queen-destined larvae and evidence of caste-specific gene expression (Wheeler, Buck, & Evans, 2014). To account for the differences in caste determination mechanisms, timing of the periods of caste determination, and number of instars between *B. terrestris* and *A. mellifera*, we made the following comparisons between our data and data from the two selected *A. mellifera* studies (see main text, methods: ‘Comparative analysis of genes associated with larval caste determination in *B. terrestris* and *A. mellifera*’; and Figure S12): EQ and EW with the first four time-steps (corresponding to the first two instars in *A. mellifera*) in Cameron, Duncan, and Dearden (2013) and the first time-step (corresponding to the second to third instar in *A. mellifera*) in He, Jiang, Zhou, Barron, and Zeng (2017); MQ and MW with the third, fourth and fifth time-steps (corresponding to the second, third, and fourth instar in *A. mellifera*) in Cameron et al. (2013) and the first and second time-step (corresponding to the second to third and fourth to fifth instar in *A. mellifera*) in He et al. (2017) ; and LQ and LW with the fourth, fifth, sixth, and seventh time-steps (corresponding to the third, fourth, and fifth instar in *A. mellifera*) in Cameron et al. (2013) and the first and second time-steps (corresponding to the second to third and fourth to fifth instar in *A. mellifera*) in He et al. (2017; Table S8). Cameron et al. (2013) used microarrays to isolate caste-associated genes in all seven of their timepoints, and mRNA-seq to isolate caste-associated genes at their 60 h timepoint. He et al. (2017) used mRNA-seq to isolate caste-associated genes at two timepoints. Therefore, we compared our data with the microarray data in Cameron et al. (2013) and the mRNA-seq data in He et al. (2017). We constructed contingency tables consisting of orthologs that were differentially expressed between caste pathways in both *B. terrestris* and *A. mellifera*, orthologs that were differentially expressed between caste pathways in *B. terrestris* only, orthologs that were differentially expressed between caste pathways in *A. mellifera* only, and orthologs that were not differentially expressed between caste pathways in either study. Overall, we made a total of 36 direct gene list comparisons between our data and the data presented in Cameron et al. (2013), and 18 direct gene list comparisons between our data and the data presented in He et al. (2017; Table S8). We then performed a Fisher's Exact Test on each pair of compared lists of orthologs to detect significant overlaps between each pair. To correct for multiple testing, we used a Bonferroni correction to adjust the alpha value for each hypothesised comparison of each phenotype (Table S8). All R scripts for this analysis are available at <https://github.com/dhcollins500/Collins-et-al_BB-M001482-1_obj1>.

HISAT2/HTSeq comparative analysis

To control for technical or methodological differences affecting the conclusions, we supplemented the previous analysis by using mRNA-seq data that we reanalysed with a shared pipeline across all three studies. Here, we refer to this analysis as the HISAT2/HTSeq comparative analysis to distinguish it from the Direct gene list comparative analysis discussed above and in the main text. We therefore analysed the raw mRNA-seq data (but not the microarray data) of Cameron et al. (2013) and the raw mRNA-seq data of He et al. (2017) using the HISAT2/HTSeq pipeline, for comparison with the *B. terrestris* mRNA-seq data from the current study analysed with HISAT2/HTSeq as described above. The data of Cameron et al. (2013) and He et al. (2017) were downloaded from the Sequence Read Archive (SRA) using SRA Toolkit v2.10.2 (http://ncbi.github.io/sra-tools/) and the accession numbers in supplementary file 5. The HISAT2/HTSeq pipeline (see *Bioinformatic analysis: comparison between the PatMan/confidence-interval pipeline and Kallisto and HISAT2/HTSeq pipelines* for details) was used to align the mRNA-Seq reads to the *A. mellifera* genome (Apis_mellifera.Amel_4.5.dna.toplevel.fa) and determine significantly differentially expressed genes. Following this, we made the following comparisons between studies: EQ and EW with the 60 h time-step (corresponding to the third instar in *A. mellifera*) in Cameron et al., (2013) and the first time-step (corresponding to the second to third instar in *A. mellifera*) in He et al., (2017); MQ and MW with the 60 h timestep in Cameron et al. (2013) and the first and second time-step (corresponding to the second to third and fourth to fifth instar in *A. mellifera*) in He et al. (2017); and LQ and LW with the 60 h time-steps in Cameron et al. (2013) and the first and second time-steps in He et al. (2017; Table S16). We constructed contingency tables as described above (see ‘Direct gene list comparative analysis’). Overall, we made a total of 6 comparisons between our data and the data presented in Cameron et al. (2013) and 10 comparisons between our data and the data presented in He et al. (2017; Table S16). We then performed a Fisher's Exact Test on each pair of compared lists of orthologs as described above (see ‘Direct gene list comparative analysis’). All R scripts for this analysis are available at <https://github.com/dhcollins500/Collins-et-al_BB-M001482-1_obj1>.

Following analysis of all datasets using the HISAT2/HTSeq comparative analysis, we isolated 8,027 orthologs that were present in the mRNA-seq data (including genes that were not differentially expressed) from *B. terrestris* (current study) and in the mRNA-seq data from *A. mellifera* in Cameron et al (2013) when using the HISAT2/HTSeq pipeline to isolate gene lists from both studies. Overall, 3/6 of the ortholog comparisons showed significant overlaps between the current study and Cameron et al (2013; Table S16). The significant overlaps were: 1) 33/460 (7.17%) of the orthologs that were upregulated in MQ in *B. terrestris* were also upregulated in 60 h old queen-destined larvae (relative to worker-destined larvae) in *A. mellifera* (Fisher’s Exact Test, p = 1.5 × 10^-3^; Figure S14A); 2) 69/365 (18.9%) of the orthologs that were upregulated in LQ in *B. terrestris* were also upregulated in 60 h queen-destined larvae in *A. mellifera* (p = 5.5 × 10^-13^; Figure S14B); 3) 11/628 (1.75%) of the orthologs that were upregulated in LQ in *B. terrestris* were also upregulated in 60 h queen-destined larvae in *A. mellifera* (p = 1.1 × 10^-3^; Figure S14C).

We isolated 8,064 orthologs that were present in the mRNA-seq data (including genes that were not differentially expressed) from *B. terrestris* (current study) and in the mRNA-seq data from *A. mellifera* in He et al (2017) when using the HISAT2/HTSeq pipeline to isolate gene lists from both studies. Overall, 3/10 of the ortholog comparisons showed significant overlaps between the current study and He et al (2017; Table S16). The significant overlaps were: 1) 44/365 (12.05%) of the orthologs that were upregulated in MW in *B. terrestris* were also upregulated in four day old worker-destined larvae (relative to queen-destined larvae) in *A. mellifera* (Fisher’s Exact Test, p = 3.0 × 10^-9^; Figure S14D); 2) 114/460 (24.78%) of the orthologs that were upregulated in MQ in *B. terrestris* were also upregulated in four day old queen-destined larvae (relative to worker-destined larvae) in *A. mellifera* (Fisher’s Exact Test, p = 1.8 × 10^-10^; Figure S14E); 2) 103/365 (28.22%) of the orthologs that were upregulated in MW in *B. terrestris* were also upregulated in four day old worker-destined larvae in *A. mellifera* (p = 3.0 × 10^-13^; Figure S14F).

Overall, we identified six significant overlaps between the current study and the *A. mellifera* studies using the HISAT2/HTSeq comparative analysis (compared to seven using the Direct gene list comparative analysis), but the level of overlap was low (range, 33-114 genes; % range, 1.75-28.22%; Figure S14, Table S16). The significant comparisons were similar irrespective of the comparison analysis methods used. Of the seven significant comparisons identified using the Direct gene list comparative analysis, five were the same as the significant comparisons found when using the HISAT2/HTSeq comparative analysis. Of the two remaining significant comparisons that were significant using the Direct gene list comparative analysis but not shown to be significant using the HISAT2/HTSeq comparative analysis, one was with the microarray data from Cameron et al., 2015 (LQ vs 108 h queen-destined larvae) and therefore was not analysed using the HISAT2/HTSeq. Of the six significant comparisons identified using HISAT2/HTSeq comparative analysis, five were the same as the significant comparisons using the Direct gene list comparative analysis. Hence the method used to identify significant overlaps did not have a strong effect on the significant overlaps that were identified.

As with the Direct gene list comparison, three of the genes that were upregulated in both species were among the target genes selected for qRT-PCR (Hexamerin, XM_003401733.3; *Kr-h1*, NM_001280921.1; and probable CYP303a1, XM_003396659.3).

Diapause genes analysis

The mRNA-Seq data from Amsalem et al. (2015) were downloaded from the SRA using SRA Toolkit v2.10.2 and the accession numbers in supplementary file 5. Data were from five biological replicates (individual queens of different genetic lines) of the fat body of three stages of the *B. terrestris* adult queen lifecycle: 24 hours post-mating (mated); within seconds of ending diapause (diapause); and after egg laying post diapause (founding post diapause). FastQC v0.11.9 (Andrews, 2010) analysis was conducted to assess the quality of the raw data. The HISAT2/HTSeq pipeline (see *Bioinformatic analysis: comparison between the PatMan/confidence-interval pipeline and Kallisto and HISAT2/HTSeq pipelines* for details) was used to align the mRNA-Seq reads to the *B. terrestris* genome (Bombus_terrestris.Bter_1.0.dna.toplevel.fa). Inspection of the FastQC and HISAT2 alignment results led to exclusion of mated (M) line 207 from further analysis as only 17.1% of reads mapped uniquely to the genome (compared to at least 79% for all other samples) and there was a low percentage of unique reads, different per sequence GC content and different sequence duplication level profiles compared to all other samples, and a relatively high percentage of overrepresented sequences (7.18%). Principal component analysis of the DESeq2 results clustered diapause (D) line 141 with mated and founding post-diapause samples, rather than with diapause samples, and therefore D line 141 was excluded and the DESeq2 analysis re-run to identify DEGs between mated and diapause queens, and between diapause queens and founding post-diapause queens. Following the method of Amsalem et al. (2015), we defined genes uniquely regulated in diapause as genes that were up-regulated in diapause and down-regulated in both mated and founding post-diapause, or vice versa (e.g. genes that overlapped in the up-regulated DEGs lists between mated and diapause, and diapause and founding post-diapause). The lists of up-regulated and down-regulated diapause specific genes were then combined.

To determine if diapause-associated genes were overrepresented in the lists of *B.terrestris* larval caste-associated genes from the current study, we used Fisher's Exact Tests with Bonferroni correction to test whether the combined list of diapause-associated genes (1,096 genes) significantly overlapped with each list of caste-associated genes that were significantly upregulated (in queens vs workers or workers vs queens within each timepoint) using the HISAT2/HTSeq analysis (i.e. EQ, EW, MQ, MW, LQ, LW). We also tested for overlaps between the diapause genes and the combined lists of caste-associated genes (queen- and worker-pathway) at each timepoint (early, mid, late).

Diapause-associated genes showed no significant overrepresentation among the significantly differentially expressed caste-associated genes at each developmental timepoint (Fisher’s Exact Test: EQ, p = 1.000; EW, p = 1.000; MQ, p = 0.939; MW, p = 0.534; LQ, p = 0.949; LW, p = 0.356; early, p = 1.000; mid, p = 0.656; late, p = 0.570;Table S17).

We also excluded the *B. terrestris* diapause-associated genes (or their *A. mellifera* orthologs) from the lists of significantly differentially expressed genes in the current study (i.e. *B. terrestris* larval dataset), the Cameron et al. (2013) study (60 h timepoint), and the He et al. (2017) study, in order to repeat the HISAT2/HTSeq comparative analysis without the potentially confounding effects of diapause-associated genes. This had little effect on the results of the HISAT2/HTSeq comparative analysis as all six of the comparisons that were significant with the diapause genes included remained significant once they were excluded, and no additional comparisons were shown to be significant whether the diapause genes were included or excluded (Table S16). In addition, the numbers of genes that overlapped with the diapause genes included (range, 33-114 genes; % range, 1.75-28.22%) were similar to the numbers of genes that overlapped when the diapause genes were excluded (range, 11-100 genes; % range, 1.9-26.8%; Table S16).

All scripts used to conduct the diapause genes analysis are available at <https://github.com/dhcollins500/Collins-et-al_BB-M001482-1_obj1>, supplementary file 5.

A flowchart summarising all methods used in the current study is provided in Figure S2.

# Supplemental References

Alford, D. V. (1975). *Bumblebees*. London, UK: Davis-Poynter.

Amsalem, E., Galbraith, D. A., Cnaani, J., Teal, P. E. A., & Grozinger, C. M. (2015). Conservation and modification of genetic and physiological toolkits underpinning diapause in bumble bee queens. *Molecular Ecology*, *24*, 22. doi: 10.1111/mec.13410

Anders, S., Pyl, P. T., & Huber, W. HTSeq—a Python framework to work with high-throughput sequencing data. *Bioinfomatics*, *31* (2), 166-169. doi: 10.1093/bioinformatics/btu638

Andrews, S. (2010). FastQC: a quality control tool for high throughput sequence data. Available online at: <http://www.bioinformatics.babraham.ac.uk/projects/fastqc>.

Bebane, P. S. A., Hunt, B. J., Pegoraro, M., Jones, A. R. C., Marshall, H., Rosato, E., & Mallon, E. B. (2019). The effects of the neonicotinoid imidacloprid on gene expression and DNA methylation in the buff-tailed bumblebee *Bombus* *terrestris*. *Proceedings of the Royal Society B-Biological Sciences*, *286*(1905), 20190718. doi: 10.1098/rspb.2019.0718

Beckers, M., Mohorianu, I., Stocks, M., Applegate, C., Dalmay, T., & Moulton, V. (2017). Comprehensive processing of high-throughput small RNA sequencing data including quality checking, normalization, and differential expression analysis using the UEA sRNA Workbench. *RNA*, *23*(6), 823-835. doi: 10.1261/rna.059360.116

Bolstad, B. M., Irizarry, R. A., Astrand, M., & Speed, T. P. (2003). A comparison of normalization methods for high density oligonucleotide array data based on variance and bias. *Bioinformatics*, *19*(2), 185-193. doi: 10.1093/bioinformatics/19.2.185

Bork, P., Dandekar, T., Diaz-Lazcoz, Y., Eisenhaber, F., Huynen, M., & Yuan, Y. (1998). Predicting function: from genes to genomes and back. *Journal of Molecular Biology*, *283*(4), 707-725. doi: 10.1006/jmbi.1998.2144

Bray, N., Pimentel, H., Melsted, P., & Pachter, L. (2016). Near-optimal probabilistic RNA-seq quantification. *Nature Biotechnology*, *34*, 525–527. doi: 10.1038/nbt.3519

Bustin, S. A., Benes, V., Garson, J. A., Hellemans, J., Huggett, J., Kubista, M., . . . Wittwer, C. T. (2009). The MIQE Guidelines: Minimum Information for Publication of Quantitative Real-Time PCR Experiments. *Clinical Chemistry*, *55*(4), 611-622. doi: 10.1373/clinchem.2008.112797

Cameron, R. C., Duncan, E. J., & Dearden, P. K. (2013). Biased gene expression in early honeybee larval development. *BMC Genomics*, *14*, 903. doi: 10.1186/1471-2164-14-903

Cnaani, J., Borst, D. W., Huang, Z. Y., Robinson, G. E., & Hefetz, A. (1997). Caste determination in *Bombus terrestris*: Differences in development and rates of JH biosynthesis between queen and worker larvae. *Journal of Insect Physiology*, *43*(4), 373-381. doi: 10.1016/S0022-1910(96)00106-0

Colgan, T.J., Fletcher, I.K., Arce, A.N., Gill, R. J., Rodrigues, A. R., Stolle, E., . . . Wurm, Y. (2019a). Caste‐ and pesticide‐specific effects of neonicotinoid pesticide exposure on gene expression in bumblebees. *Molecular Ecology*, *28*, 1964– 1974. doi: 10.1111/mec.15047

Colgan, T.J., Carolan, J. C., Sumner, S., Blaxter, M. L., & Brown, M. J. F. (2019b). Infection by the castrating parasitic nematode *Sphaerularia bombi* changes gene expression in *Bombus terrestris* bumblebee queens. *Insect Molecular Biology*, *29* (2), 170 – 182. doi: 10.1111/imb.12618

Collins, D. H., Mohorianu, I., Beckers, M., Moulton, V., Dalmay, T., & Bourke, A. F. (2017). MicroRNAs associated with caste determination and differentiation in a primitively eusocial insect. *Scientific Reports*, *7*, 45674. doi: 10.1038/srep45674

Conesa, A., Gotz, S., Garcia-Gomez, J. M., Terol, J., Talon, M., & Robles, M. (2005). Blast2GO: a universal tool for annotation, visualization and analysis in functional genomics research. *Bioinformatics*, *21*(18), 3674-3676. doi: 10.1093/bioinformatics/bti610

Conesa, A., Madrigal, P., Tarazona, S., Gomez-Cabrero, D., Cervera, A., McPherson, A., . . . Mortazavi. A. (2016). A survey of best practices for RNA-seq data analysis. *Genome Biology*, 13, 13. doi: 10.1186/s13059-016-0881-8

Duchateau, M. J., & Velthuis, H. H. W. (1988). Development and reproductive strategies in *Bombus terrestris* colonies. Behaviour, 107(3-4), 186-207. doi: 10.1163/156853988x00340

Eden, E., Navon, R., Steinfeld, I., Lipson, D., & Yakhini, Z. (2009). GOrilla: a tool for discovery and visualization of enriched GO terms in ranked gene lists. *BMC Bioinformatics*, *10*(1), 48. doi: 10.1186/1471-2105-10-48

Elsik, C. G., Worley, K. C., Bennett, A. K., Beye, M., Camara, F., Childers, C. P., . . . Consor, H. B. G. S. (2014). Finding the missing honey bee genes: lessons learned from a genome upgrade. *BMC Genomics*, *15*, 86. doi: 10.1186/1471-2164-15-86

Ewels, P., Magnusson, M., Lundin, S., & Käller, M. (2016). MultiQC: summarize analysis results for multiple tools and samples in a single report. *Bioinformatics*, *32* (19), 3047–3048. doi: 10.1093/bioinformatics/btw354

Haydak, M. H. (1970). Honey bee nutrition. *Annual Review of Entomology*, *15*, 143-156.

He, X. J., Jiang, W. J., Zhou, M., Barron, A. B., & Zeng, Z. J. (2017). A comparison of honeybee (*Apis mellifera*) queen, worker and drone larvae by RNA-Seq. *Insect Science*, *26*, 499-509.

doi:10.1111/1744-7917.12557

Hellemans, J., Mortier, G., De Paepe, A., Speleman, F., & Vandesompele, J. (2007). qBase relative quantification framework and software for management and automated analysis of real-time quantitative PCR data*. Genome Biology*, *8*(2), R19.

Hoskins, R. A., Carlson, J. W., Wan, K. H., Park, S., Mendez, I., Galle, S. E., . . . Celniker, S. E. (2015). The Release 6 reference sequence of the *Drosophila melanogaster* genome. *Genome Research*, *25*(3), 445-458. doi: 10.1101/gr.185579.114

Kim, D., Langmead, B., & Salzberg, S. L. (2015). HISAT: a fast spliced aligner with low memory requirements. *Nature Methods*, 12, 357 – 360. doi: 10.1038/nmeth.3317

Love, M.I., Huber, W. & Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biology*, *15*, 550. doi: 10.1186/s13059-014-0550-8

Merchant, N., Lyons, E., Goff, S., Vaughn, M., Ware, D., Micklos, D., & Antin, P. (2016). The iPlant collaborative: Cyberinfrastructure for enabling data to discovery for the life sciences. *PLOS Biology*, *14*(1), e1002342. doi:10.1371/journal.pbio.1002342

Mohorianu, I., Bretman, A., Smith, D. T., Fowler, E. K., Dalmay, T., & Chapman, T. (2017a). Comparison of alternative approaches for analysing multi-level RNA-seq data. *PLoS ONE*, *12*(8). e0182694. doi: 10.1371/journal.pone.0182694

Mohorianu, I., Bretman, A., Smith, D. T., Fowler, E. K., Dalmay, T., & Chapman, T. (2017b). Genomic responses to the socio-sexual environment in male *Drosophila melanogaster* exposed to conspecific rivals. *RNA*, *23*(7), 1048-1059. doi: 10.1261/rna.059246.116.

Mohorianu, I., Schwach, F., Jing, R. C., Lopez-Gomollon, S., Moxon, S., Szittya, G., . . . Dalmay, T. (2011). Profiling of short RNAs during fleshy fruit development reveals stage-specific sRNAome expression patterns. *Plant Journal*, *67*(2), 232-246. doi: 10.1111/j.1365-313X.2011.04586.x

Pereboom, J. J. M., Jordan, W. C., Sumner, S., Hammond, R. L., & Bourke, A. F. G. (2005). Differential gene expression in queen-worker caste determination in bumble-bees. *Proceedings of the Royal Society B-Biological Sciences*, *272*(1568), 1145-1152. doi: 10.1098/rspb.2005.3060

Pfaffl, M. W. (2001). A new mathematical model for relative quantification in real-time RT-PCR. *Nucleic Acids Research*, *29*(9), e45. doi: 10.1093/nar/29.9.e45

Pfaffl MW (2004) Quantification strategies in real‐time PCR. In S. A. Bustin (Ed.), *A‐Z of Quantitative PCR* (pp. 87-112). La Jolla, CA: International University Line.

Prufer, K., Stenzel, U., Dannemann, M., Green, R. E., Lachmann, M., & Kelso, J. (2008). PatMaN: rapid alignment of short sequences to large databases. *Bioinformatics*, *24*(13), 1530-1531. doi: 10.1093/bioinformatics/btn223.

R Core Team (2020). *R: A language and environment for statistical computing*. R Foundation for Statistical Computing, Vienna, Austria. URL https://www.R-project.org/.

Ribeiro, M. F. (1994). Growth in bumble bee larvae - relation between development time, mass, and amount of pollen ingested. *Canadian Journal of Zoology*, *72*(11), 1978-1985. doi: 10.1139/z94-270

Sadd, B. M., Barribeau, S. M., Bloch, G., de Graaf, D. C., Dearden, P., Elsik, C. G., . . . Worley, K. C. (2015). The genomes of two key bumblebee species with primitive eusocial organization*. Genome Biology*, *16*(1), 76. doi: 10.1186/s13059-015-0623-3

Sahraeian, S. M. E., Mohiyuddin, M., Sebra, R., Tilgner, H., Afshar, P. T., Au, K. F., . . . Lam, H. Y. K. (2017). Gaining comprehensive biological insight into the transcriptome by performing a broad-spectrum RNA-seq analysis. *Nature* *Communications*, *8*, 59. doi: 10.1038/s41467-017-00050-4

Soneson, C., Love, M.I., & Robinson, M.D. (2016). Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences. *F1000Research*, *4*, 1521. doi: 10.12688/f1000research.7563.2

Supek, F., Bosnjak, M., Skunca, N., & Smuc, T. (2011). REVIGO summarizes and visualizes long lists of gene ontology terms. *PLoS ONE*, *6*(7) e21800. doi: 10.1371/journal.pone.0021800

Tatusov, R. L., Koonin, E. V., & Lipman, D. J. (1997). A genomic perspective on protein families. *Science*, *278*(5338), 631-637. doi:10.1126/science.278.5338.631

Thornton, B., & Basu, C. (2011). Real-Time PCR (qPCR) primer design using free online software. *Biochemistry and Molecular Biology Education*, *39*(2), 145-154. doi: 10.1002/bmb.20461

Torgerson, W. S. (1952). Multidimensional scaling: I. theory and method. *Psychometrika*, *17*(4), 401-419. doi: 10.1007/BF02288916

Van Rossum, G., & Drake, F. L. (2009). *Python 3 Reference Manual*. Scotts Valley, CA: CreateSpace.

Vandesompele, J., De Preter, K., Pattyn, F., Poppe, B., Van Roy, N., De Paepe, A., & Speleman, F. (2002). Accurate normalization of real-time quantitative RT-PCR data by geometric averaging of multiple internal control genes. *Genome Biology*, *3*(7), research0034.1 doi: 10.1186/gb-2002-3-7-research0034

Wang, L., Park, H. J., Dasari, S., Wang, S. Q., Kocher, J. P., & Li, W. (2013). CPAT: Coding-Potential Assessment Tool using an alignment-free logistic regression model. *Nucleic Acids Research*, *41*(6) e74. doi: 10.1093/nar/gkt006

Weaver, D. B., Anzola, J. M., Evans, J. D., Reid, J. G., Reese, J. T., Childs, K. L., . . . Elsik, C. G. (2007). Computational and transcriptional evidence for microRNAs in the honey bee genome. *Genome Biology*, *8*(6), R97. doi:10.1186/gb-2007-8-6-r97

How the deposited data were processed for this re-analysis (not part of the article)

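The data are mRNA-seq values of 17 libraries from pooled whole female larvae of Bombus terrestris audax: 3 libraries each of EQ, EW, MQ, LQ and LW and 2 of MW. Queen-destined libraries came from 4 queenless colonies and worker-destined libraries from 3 queenright colonies, and each library came from 1 colony. Libraries MQ3, LQ3 and MW1, which the authors left out, are not in the deposited table and were not used here.

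According to the paper, reads with unknown bases, adapters or low complexity were removed, every library was resampled to the size of the smallest (LW1), and reads were aligned with PatMaN with at most 1 mismatch to Bter_1.0. Reads aligning at several places were included, unannotated transcripts were assembled from reads outside annotated genes, features that were short, weakly expressed or missing in several libraries were removed, and the counts were corrected for length and quantile-normalised. The deposited signal values, called normalised abundances here, were thus corrected for length and quantile-normalised by the authors before they were deposited. The 17 sorted columns are nearly but not exactly equal, with medians from 117.811 to 117.851. Of 14817 features, 2234 have a mean under the offset of 20, and 11 to 153 features per library are listed at 0. Counts and library depths are not in the table, so no counting error could be computed, and tests made for counts were not used. The precision rests on the spread between libraries alone.

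The calculations used R 4.3.3, limma 3.58.1 and vegan 2.7.1. The paper's rules were recomputed on the values as deposited: a feature was differentially expressed when the ranges of both castes at a stage did not overlap, and its offset fold change was the log2 ratio of the nearest libraries of the castes after adding 20. Features that the paper's supplement merges were merged. For the caste difference at each stage and its change between stages, limma was fitted to log2(abundance + 20) of all features and libraries with 6 phenotype means and an intensity trend, and p-values were adjusted by the Benjamini-Hochberg method over all features in each comparison, with 0.05 as the threshold. The fit had 11 residual degrees of freedom and added 2.35 from the prior. All phenotypes shared 1 spread per feature. For a feature that is barely expressed at some stages, the standard error can therefore understate the spread at the others. Replicate numbers and colonies were not terms in it, because queen- and worker-destined libraries share no colony. Most colonies gave libraries at several stages, which bears on changes between stages, and colony as a random block was an alternative. The size of the caste difference was measured as the variance share of caste with an exact permutation test, and as the variance of the log2 fold changes less their mean squared standard error. Stage and caste were compared over the whole profile by a permutational analysis of variance with 9999 permutations and seed 1. The permutations were free over all libraries and did not take colony into account. Shares of unannotated transcripts were compared by two-sided Fisher's exact tests. Each library's position on a developmental axis was its mean position between the phenotype means of the other stages, over features that differ between stages.

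The methods were tested on simulated data with the same numbers of libraries and the same spread, in which 200 features were changed.

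Product names come from the EQ sheet of Table S10, which could be read for its first 1054 lines; 616 of these match a feature by its ID and 438 with the letter u added. They give a product name for 597 features, of which 451 are not uncharacterised, and 815 of the 1054 features are higher in EQ. Most of the other features could not be named, which leaves out Dnmt3, vitellogenin-like, Yellow and most of the target genes of Figure 4. The named genes were set by a rule before the data were examined: every feature the paper names that could be identified; for each stage and direction the 10 named features with the largest change among those past limma and with non-overlapping ranges (if fewer than 3, the 3 with the smallest p); the 5 with the smallest p in each direction for changes of the caste difference; and up to 4 members of a gene list the text describes. Some of their values in the paper's tables had been seen. Of 44 gene lists made beforehand, members were counted among the named features only. Tests of whole lists (camera and fry) were planned and not run, since lists drawn from the part that could be read would not stand for their genes.

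The alternatives were offsets of 1 and 50, features with a mean of at least 100, annotated features only, other thresholds, a replicate block, colony as a random block, no intensity trend, weights for each library, median centring, quantile normalisation again, each stage with its own libraries only, 2 worker libraries at every stage, other distances, and leaving out each library in turn. Added after the values were seen were a term for the set of libraries, the same without LW1, the paper's rules without the features that separate the sets, and the positions on the axis without single libraries. Other splits of the libraries were compared for the limma counts of the caste difference at the early and the late stage and of its change between these, and, split within each caste, of the differences between stages. The variance share and the position on the axis had exact permutation tests at every stage, the mid stage included. qRT-PCR, GO terms, BLAST searches, coding potential and the A. mellifera data were not analysed here.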

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

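The tests of the library set, of LW1 and of their part in the order of the mid and late stages were chosen after the results were seen, while the splits of the libraries, the fit of each stage alone and the comparison with 2 worker libraries had been planned.

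Hexamerin, Kr-h1, CYP303a1, estradiol 17-beta-dehydrogenase 2 and golgin-84 had a larger difference towards MQ at the mid stage than at the early and the late stage. They stand out because the caste difference itself changed between stages, tested by limma as the difference between 2 caste differences. All calls from the early to the mid stage, those given here included, ended with the library set as a term and without EQ3, EW1 or EW2. From the early to the mid stage the log2 fold change rose by 2.25 (adjusted p = 0.0363) for hexamerin, 1.58 (adjusted p = 0.0298) for CYP303a1, 1.33 (adjusted p = 0.0222) for Kr-h1, 1.28 (adjusted p = 0.0216) for estradiol 17-beta-dehydrogenase 2 and 0.79 (adjusted p = 0.0282) for golgin-84, and changed by -2.17 (adjusted p = 0.0451) for the mobile element jockey-like, which went towards MW. From the mid to the late stage it changed by -3.03 (adjusted p = 0.00428) for hexamerin, -2.03 (adjusted p = 0.00428) for CYP303a1, -1.40 (adjusted p = 0.00561) for estradiol 17-beta-dehydrogenase 2, -1.40 (adjusted p = 0.0105) for MOXD1 homolog 1, -1.03 (adjusted p = 0.00428) for golgin-84 and -1.03 (adjusted p = 0.0293) for Kr-h1.

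A second group of genes had a larger difference towards LQ at the late stage than the difference towards MQ at the mid stage. From the mid to the late stage the change was 3.33 (adjusted p = 0.00273) for chymotrypsin-2-like, 2.55 (adjusted p = 0.0119) for CYP6k1-like, 0.59 (adjusted p = 0.0236) for MAP kinase-activating death domain protein, 0.47 (adjusted p = 0.0371) for UPF0692 protein CG33108 and 0.27 (adjusted p = 0.0379) for FERM domain-containing protein 5. From the early to the late stage it was 2.96 (adjusted p = 0.00378) for chymotrypsin-2-like, 2.52 (adjusted p = 0.0194) for CYP6k1-like, 0.81 (adjusted p = 0.0047) for MAP kinase-activating death domain protein and 0.52 (adjusted p = 0.0381) for UPF0692 protein CG33108. CYP6k1-like was barely expressed at the early and the mid stage, which lowers the spread that its tests use.

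Over all features the caste difference changed towards queen-destined larvae in 34 features and towards worker-destined larvae in 27 from the early to the mid stage, in 211 and 155 from the mid to the late stage, and in 71 and 11 from the early to the late stage. The first counts were not stable: with the library set as a term both were 0, and without EQ3, EW1 or EW2 both were 0, while without MQ2 they were 381 and 272. The counts from the mid to the late stage were 44 and 16 without MW3, 58 and 23 without MW2, and 536 and 611 without MQ2. From the early to the late stage, 7 of 100 splits of the early and late libraries gave as many features as the real one, with 359 the highest of the others against the real 82, so chance is not excluded for this count. All 7 kept the late castes whole, as 10 of the 100 did, and splits that did not gave at most 2, so the count depends on the late difference far more than on how early libraries were grouped. The split with 359 followed the library set among the early libraries, which points to that structure of the samples. With 2 MW libraries, the changes that involve the mid stage were not compared with other splits. For the caste difference at a single stage, 10 splits are too few for a share under 0.05. At the early stage the real split gave 1 feature and 2 splits gave as many, the highest of the others, 2, following the library set. At the late stage the real split gave 674, the highest of the others 8, and 1 split, the real one, gave as many.

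The first pattern weighed is that 9 libraries (EQ1, EW1, EW2, MQ1, MQ4, LQ1, LQ4, LW1 and LW3) and the other 8 are separated by 188 features without overlap, 140 higher in the 9 and 48 in the 8. Chance was not tested, since the sets were found from these features, so that only 1 of 243 splits with as many libraries of each phenotype gives as many (17 the highest of the others) decides nothing, and colony as the whole cause is argued against by 2 of the 6 colonies with several libraries having some on each side. The amount of very abundant RNA taken into a library stays open as a candidate explanation: ranked by the mean of the set in which each is lower, 6 of the 100 most abundant features separate the sets (3 higher in the 9 and 3 in the 8), where 1.27 are expected (Fisher's exact test, p = 0.00171), and features that differ between castes at the late stage show no such excess (22 of those 100, against 23.0% of all). The features hold 8.11 to 20.9% of the abundance in the 9 libraries and 3.08 to 4.36% in the 8. Lanes, reads from another organism and a biological source were not tested.

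The second pattern is that LW1 lies apart from LW2 and LW3. On the log2 scale 498 features were more than 1 above the mean of these libraries in LW1, and 180 more than 1 below it. An earlier point of development within the late stage stays open as a candidate explanation, since across features LW1 minus LW2 and LW3 correlated with MQ minus LQ (r = 0.586, Spearman 0.578; features are not independent replicates). A mid-stage library under a late-stage label is argued against only as far as MW2 and MW3 show the range of mid-stage workers. On the axis from MQ (0) to LQ (1) LW1 lay 0.331 above the higher of MW2 and MW3, which differed by 0.0115. The authors left out MW1, which is of the same colony as LW1, so that range may be wider. LW1 is the only late library of its colony, and colony as a source of its position was not tested. The library set is argued against as well, since LW3, of the same set, lay above LW2 (its distance below LW2 was -0.261 of that of LW1). A mixture of mid- and late-instar larvae in the pool was not tested and stays open.

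The third pattern is that more features differ between castes at the mid than at the late stage. The smaller number of worker libraries at the mid stage is not excluded, since with 2 worker libraries the late stage had 5019 features with non-overlapping ranges against 6292, a ratio of 1.25, which is narrower than with all libraries. Without LW1 the late minus mid difference in limma calls was -1049 (481 against 1530). This does not decide whether LW1 was the cause, since the late stage then had fewer libraries and the mid calls themselves rose from 1191. For the library set the values point both ways and it cannot be told apart: with the set as a term the late minus mid difference in calls was 287 (958 against 671), while the variance of true log2 fold changes stayed larger at the mid stage (0.122 against 0.0935), and with the set as a term and without LW1 the mid stage again had more calls (1053 against 713). Fitted alone, limma called 7 and 16 features in MQ and MW and 20 and 7 in LQ and LW, so the order of the limma calls also depends on which libraries share the error estimate.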

How the results depend on the processing

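The library set as a term, with and without LW1, leaving out the features that separate the sets, and leaving out single libraries for the position on the axis were chosen after the results were seen, and the other alternatives were planned. Where no reason is given, the cause of a change was not tested.

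The shares of stage, caste and their interaction in the whole profile and the differences in unannotated share kept their direction and side of the threshold under every alternative run. The position on the developmental axis at the mid stage kept its direction under every alternative run. Its side of the threshold was fixed beforehand, since 10 splits cannot give a share under 0.05. Median centring and quantile normalisation again moved none of the counts beyond 1.5 times, nor did leaving out the features that separate the sets. The position on the axis at the early stage changed sign, from -0.0407 to 0.00212, with the axis from worker-destined libraries only. That at the late stage, 0.167, ran from -0.00939 without LW1 to 0.279 without LW3, and LW1 is the library that lies below the other late ones. Over all summary results and alternatives, 307 values stayed within their bounds, 219 moved and 2 reversed. For single genes, 1451 stayed on their side of the threshold, 142 lost it and 3 gained it. Single calls were lost above all without MW2 or MW3, which leaves 1 worker-destined library at the mid stage, and the spread of that library was then taken from the other phenotypes.

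Numbers of features with non-overlapping ranges fell when fewer features were used, by construction: with a mean of at least 100 they were 404 in EQ, 735 in EW, 2259 in MQ, 1597 in MW and 1041 in LQ, and with annotated features only 408 in EQ and 1224 in MW. With 2 worker libraries at every stage they were on average 1530.33 in EQ, 2388 in EW and 2236 in LW, where the chance share rises to 20%. Leaving out 1 library of a stage also raises the chance share, to 20% at the early and the late stage. At the mid stage, where it is 20% with all libraries, it then rises above 20%. Leaving out 1 library gave 1304 to 1969 in EQ, 1718 to 3379 in EW and 3177 to 3943 in MW (3943 without MW2). It gave 2474 to 3144 in LQ and 1829 to 2685 in LW.

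Numbers of features with an OFC over 1 were, with an offset of 1, 2 in EQ, 7 in EW, 122 in MQ, 152 in MW, 70 in LQ and 41 in LW, and with an offset of 50, 9 in LW. With a threshold of 0.5 they were 10, 8, 248, 398, 143 and 74 in the same order, and with a threshold of 1.5 they were 18 in MQ, 34 in MW, 16 in LQ and 7 in LW. Leaving out 1 library, which cannot lower these counts, gave 0 to 55 in EQ (55 without EW3), 0 to 6 in EW, 64 to 114 in MQ, 105 to 283 in MW, 47 to 67 in LQ and 18 to 31 in LW.

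Limma called, with weights for each library, 14 features in EQ, 18 in EW, 1623 in MQ, 1070 in MW, 1399 in LQ and 1281 in LW; the lowest weights were those of LW1 (0.248) and MQ2 (0.378). With each stage fitted alone, which leaves few degrees of freedom, it called 0 in EW, 7 in MQ, 16 in MW, 20 in LQ and 7 in LW. With an absolute log2 fold change over 1 it called 0 in EW, 106 in MQ, 254 in MW, 109 in LQ and 42 in LW. With a mean of at least 100 it called 0 in EW, 204 in LQ and 121 in LW, with annotated features only 0 in EW and 256 in MW, without the intensity trend 0 in EW, and with an offset of 1, 1 in EQ. With the library set as a term it called 2 in EW, 385 in MQ, 286 in MW and 315 in LW, and without LW1 besides 0 in EW and 321 in LW. Leaving out 1 library gave 0 to 1 in EQ, 0 to 2 in EW, 74 (without MW3) to 1061 (without MQ2) in MQ, 93 (without MW2) to 711 in MW, 214 (without LQ1) to 601 in LQ and 65 (without LQ1) to 308 in LW.

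The number of features whose caste difference changed from the early to the mid stage, towards queen- and worker-destined larvae, was 11 and 9 with an offset of 1, 70 and 105 with colony as a random block, and 0 and 0 with the library set as a term. From the mid to the late stage it was 137 towards queen-destined larvae with an offset of 1, 376 and 337 with colony as a random block, and 318 and 289 with the set as a term and without LW1. From the early to the late stage it was 26 and 7 with an offset of 1, 23 towards worker-destined larvae with colony as a random block and 27 with the set as a term and without LW1. Leaving out 1 library gave, in the same order, 0 to 381 and 0 to 272, 44 to 536 and 16 to 611, and 23 to 79 and 0 to 25.

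Replicate numbers mark the same colony within a caste and different colonies between castes, so they do not pair the castes: over the 6 pairs of libraries with the same number and stage, deviations from the phenotype means correlated at 0.171 on average across features (-0.0647 to 0.362, 4 over 0.1). With a replicate block, limma called 0 in EW, 198 in MQ and 205 in MW, the changes from the early to the mid stage were 3 and 2, and those from the early to the late stage were 17 towards worker-destined larvae.

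The variance of true log2 fold changes was 0.261 at the mid stage with an offset of 1, and 0.191 with an offset of 1 and 0.0540 with an offset of 50 at the late stage. Leaving out 1 library gave -0.0362 to 0.0491 at the early, 0.117 to 0.218 at the mid and 0.0647 to 0.111 at the late stage. The variance share of caste was then 19.8 to 46.9% (46.9% without EW3) at the early, 42.0 to 61.1% at the mid and 32.6 to 42.0% at the late stage. Leaving out a library also raises the share that is expected without a difference.

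Tests of whole gene lists, the remaining target genes, Dnmt3 and vitellogenin-like were not run, because their features could not be named. Read depth cannot be taken from normalised abundances, so what depth limits is unknown. The offset of 20 shrinks the log2 fold changes of weakly expressed features, of which 2234 have a mean under 20.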

Differences from the paper's values

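Apart from the set of libraries as a term, chosen after the values were seen, the tests in this part were planned. The counts of the paper's own rules, its totals, its highest OFC values and the 13 HDEGs of several stages were equal to the paper's or within 1 (annotated features in MW, 1224 here and 1223 in the paper's Table S3).

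The counts of annotated features called by limma differ from the paper's counts of DEGs from its other pipelines in Table S3, which started from the reads and used DESeq2 at the same adjusted threshold. For HISAT2/HTSeq, the paper's reported value is 4 in EW against 0 here, 2 in EQ against 0 here, 522 in MW against 217 here, 738 in LW against 135 here and 804 in LQ against 381 here. The count in MQ, 546 in the paper against 580 here, does not differ by this measure. For Kallisto, the paper's reported value is 5 in EW against 0 here, 8 in EQ against 0 here, 560 in MW against 217 here, 836 in LW against 135 here and 951 in LQ against 381 here, with 617 in MQ against 580 here. Over all features limma called 1 in EW and 0 in EQ, where 422 and 366 passed an unadjusted p of 0.05.

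Of 28 alternatives set before the data were examined, none brought the limma counts of EW or EQ within 1.5 times the paper's values of either pipeline. Weights for each library did so for MW (480 annotated features), LW (865) and LQ (1032) against both pipelines, but raised MQ to 1364, more than 1.5 times the paper's value of either, and fitting annotated features only did so for LQ against HISAT2/HTSeq (550). The other alternatives did not. In both pipelines of the paper the late counts were higher than the mid counts, while limma here called fewer at the late stage, as the paper's own rule does. Here the late count over all features was the higher with each stage fitted alone (27 against 23), without MW2 (545 against 214), without MW3 (544 against 174), without MQ4 (650, which is 226 more than at the mid stage), with a replicate block, and with the library set as a term (958 against 671), the last an alternative chosen after seeing the values.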

Other observations

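The tests of neighbouring genes and the position on the axis without LW1 were chosen after the result was seen, and the other tests in this part were planned.

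Broad-complex, a transcription factor of the response to ecdysone, was higher in MQ than in MW, with a log2 fold change of 0.50 (standard error 0.11, adjusted p = 0.0194 from limma). Of the 3 genes of the ecdysone list with a product name it alone passed over all features, and adjusted over the list alone 3 passed, all higher in MQ. Eukaryotic translation initiation factor 4 gamma 2 was also higher in MQ (0.40, adjusted p = 0.0189 from limma). Estradiol 17-beta-dehydrogenase 11 (LOC100652203) had a log2 fold change of 1.41 (standard error 0.36, adjusted p = 0.0334 from limma) at the mid stage, which ended without any 1 of the 5 mid-stage libraries, and the unannotated transcript uNC_015772.1_16036258_16037622, which the paper joins to it, one of 1.54 (standard error 0.16, adjusted p = 0.000378 from limma). In the insulin and TOR list, which bears on growth and feeding, 0 of 5 genes passed limma at any stage, with 1 at an unadjusted p under 0.05 at the mid stage and 2 each at the early and the late stage, all towards queen-destined larvae. Of 12 homeobox and patterning genes 0 passed at any stage, with 2 towards LQ adjusted over the list alone. Of 21 genes of neuronal signalling, 1 passed towards MQ (metabotropic glutamate receptor 8-like, 0.15, adjusted p = 0.0216 from limma) and 1 towards LQ (neuropeptide Y receptor). These genes come from the part of the EQ sheet that could be read and do not stand for their lists. Most features in that part are higher in EQ than in EW, so a direction towards EQ at the early stage was largely set by the choice of features. Of the features called higher in MQ, 66.4% were also higher in queen-destined larvae at the early stage, against 43.1% of all features. The choice may therefore also bear on directions at the mid and the late stage, which was not tested.

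Hormone receptor 4-like and sister of odd and bowel were among the named features higher in LW than in LQ. Hormone receptor 4-like had a log2 fold change of -0.15 (standard error 0.04, adjusted p = 0.0477 from limma) and protein sister of odd and bowel of -0.29 (standard error 0.07, adjusted p = 0.0252 from limma). On the queen side, UPF0692 protein CG33108 had one of 0.68 (standard error 0.07, adjusted p = 0.000177 from limma) and protein big brother-like of 0.65 (standard error 0.14, adjusted p = 0.0165 from limma). The call of UPF0692 protein CG33108 held whichever library was left out, that of big brother-like ended without LQ1 or LW1, that of sister of odd and bowel without LQ1, LQ4, LW2 or LW3, and that of hormone receptor 4-like without any of 13 libraries.

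Limma called more features for change between stages than for change between castes, though the stage contrasts also use more libraries. The median absolute log2 change was 0.150 from the early to the mid stage and 0.265 from the mid to the late stage. Between castes it was 0.112 at the early, 0.205 at the mid and 0.171 at the late stage. Averaged over castes, limma called 1071 features higher and 1203 lower at the mid than at the early stage, and 3704 higher and 3253 lower at the late than at the mid stage. Other splits of the libraries gave at most 1332 for the first, against 2274, and at most 4221 for the second, against 6957. In each case 1 of 100 splits, the real one, gave as many, so such a count was rare among the splits. Libraries of the same colony recur across stages, so the splits are not of independent units.

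Genes with a strong difference in MQ, in MW or in LQ lay next to each other more often than random lists of genes. The 58 features with an OFC over 1 in MQ include 39 annotated ones, which held 5 pairs of neighbours that do not overlap, against at most 3 in 10000 random lists of 39 annotated features (permutation p = 0.0001, the smallest the random lists can give). No explanation was tested, reads shared between related neighbours included. Of the pairs, 4 form a run on NC_015764.1 from 10150985 to 10258688, and the last joins CYP303a1 with NC_015768.1_4736229_4741671. The lists of MW and LQ held 8 and 5 pairs, against at most 3 and 2 in random lists (permutation p = 0.0001 for each), and that of LW 0.

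Questions about the course of the caste difference stayed open, since 10 splits of a stage's libraries are too few for a share under 0.05. Of the features called at the mid stage, 61.0% had the same sign at the early stage, where the farthest of the other splits gave 79.3%, and 69.9% had the same sign at the late stage, where it gave 71.0%. On the developmental axis, queen-destined minus worker-destined libraries differed by -0.0407 at the early stage (exact permutation p = 0.6, highest of the other splits 0.124), by 0.0896 at the mid stage (exact permutation p = 0.3, highest other 0.0898) and by 0.167 at the late stage (exact permutation p = 0.6, highest other 0.257), the last turning to -0.00939 without LW1. The bounds set beforehand were met, but a bound on so few splits was too weak to exclude a shift.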
